# NFAT2 is a critical regulator of the anergic phenotype in chronic lymphocytic leukaemia

**DOI:** 10.1038/s41467-017-00830-y

**Published:** 2017-10-02

**Authors:** Melanie Märklin, Jonas S. Heitmann, Alexander R. Fuchs, Felicia M. Truckenmüller, Michael Gutknecht, Stefanie Bugl, Sebastian J. Saur, Juliane Lazarus, Ursula Kohlhofer, Leticia Quintanilla-Martinez, Hans-Georg Rammensee, Helmut R. Salih, Hans-Georg Kopp, Michael Haap, Andreas Kirschniak, Lothar Kanz, Anjana Rao, Stefan Wirths, Martin R. Müller

## Abstract

Chronic lymphocytic leukaemia (CLL) is a clonal disorder of mature B cells. Most patients are characterised by an indolent disease course and an anergic phenotype of their leukaemia cells, which refers to a state of unresponsiveness to B cell receptor stimulation. Up to 10% of CLL patients transform from an indolent subtype to an aggressive form of B cell lymphoma over time (Richter´s syndrome) and show a significantly worse treatment outcome. Here we show that B cell-specific ablation of *Nfat2* leads to the loss of the anergic phenotype culminating in a significantly compromised life expectancy and transformation to aggressive disease. We further define a gene expression signature of anergic CLL cells consisting of several NFAT2-dependent genes including *Cbl-b*, *Grail*, *Egr2* and *Lck*. In summary, this study identifies NFAT2 as a crucial regulator of the anergic phenotype in CLL.

## Abstract (web summary)

NFAT2 is a transcription factor that has been linked with chronic lymphocytic leukaemia (CLL), but its functions in CLL manifestation are still unclear. Here the authors show, by analysing mouse CLL models and characterising biopsies from CLL patients, that NFAT2 is an important regulator for the anergic phenotype of CLL.

## Introduction

Chronic lymphocytic leukaemia (CLL) is a clonal disorder of mature B cells characterised by the expression of CD19, CD23 and CD5^1^. While treatment options have improved substantially through the introduction of monoclonal antibodies (rituximab, obinutuzumab and ofatumumab)^2, 3^ and kinase inhibitors (ibrutinib and idelalisib)^4, 5^, most patients will still succumb eventually to disease complications. With respect to prognosis, CLL constitutes a heterogeneous disorder with the majority of patients exhibiting an indolent course for many years and others progressing rapidly and requiring early treatment^6^. Up to 10% of CLL patients transform from an indolent subtype to an aggressive form of B cell lymphoma over time (Richter’s syndrome) and show a significantly worse treatment outcome^7^. Unmutated immunoglobulin heavy chain (IGHV) status as well as high expression of ZAP70 and CD38^8^ are more common in a subgroup of patients with enhanced responsiveness to stimulation of the BCR complex and more aggressive disease. Patients with a more indolent course are typically characterised by an anergic B cell phenotype referring to unresponsiveness to BCR stimulation and essential lack of phosphotyrosine induction and calcium flux^9–11^. Previous studies have demonstrated that anergic CLL cells exhibit constitutive activation of ERK1/2 and NFAT2^11^ as well as low or absent expression of ZAP70, CD38 and surface IgM^9^. Anergic CLL cells have also been characterised to exhibit depression of PRDM1 (BLIMP-1) expression and a subsequently compromised differentiation capacity^12^. Furthermore, there is evidence that anergy can be a mechanism of cell survival and that it could represent a potential target for leukaemia treatment^6, 9^.

Upon dephosphorylation by calcineurin, NFAT transcription factors translocate to the nucleus where they orchestrate developmental and activation programs in diverse cell types^13–15^. They were originally discovered as master regulators of T cell differentiation and activation^16, 17^ but also have an important function in the induction of T cell anergy and exhaustion^18–20^. The family member NFAT2 has been demonstrated to be important for the generation of B1a cells^21, 22^. In the context of cancer, NFAT2 is overexpressed and constitutively activated in a subset of patients with human CLL^23, 24^, and is involved in maintaining lymphoma cell survival and counteracting apoptosis in B cell lymphomas by regulating the expression of survival factors such as CD40L and BLYS^25, 26^. NFAT2 has also been shown to contribute to the development of resistance towards tyrosine kinase inhibitors in chronic myeloid leukaemia^27^ and the regulation of MYC expression in pancreatic cancer^28^.

The extensive involvement of NFAT transcription factors in the induction of T cell anergy^18, 20^ and the overexpression of NFAT2 in CLL^23, 24^ prompted us to investigate its precise function in this disease using the *Eµ-TCL1* transgenic mouse model and primary human tissue samples from patients with CLL and Richter’s syndrome. We show that B cell-specific deletion of *Nfat2* induces the loss of the anergic phenotype and disease transformation to aggressive B cell lymphoma. Our study further demonstrates that NFAT2 regulates the expression of several anergy-associated genes (*Cbl-b*, *Egr2*, *Grail and Lck*) in CLL cells. In summary, we identify NFAT2 as a major anergy regulator in CLL responsible for the maintenance of an indolent disease phenotype.

## Results

### Loss of NFAT2 expression induces CLL acceleration

As NFAT2 has been previously described to be significantly overexpressed and constitutively activated in CLL^23, 24, 29, 30^, we analysed patients with indolent and aggressive forms of CLL for the expression of this transcription factor (Fig. 1a–c). The differentiation between indolent and aggressive disease was performed using clinical and prognostic parameters (time to first treatment, Binet stage, IGHV status, high-risk genetic aberrations) (Supplementary Table 1). We could detect a significant degree of NFAT2 overexpression in CLL cells as compared to physiological B cells on the mRNA as well as on the protein level which was substantially more pronounced in the indolent patient cohort (Fig. 1a–c). To analyse the role of NFAT2 in vivo, we generated TCL1 transgenic mice with a B cell-specific deletion of *Nfat2*. TCL1 transgenic mice develop a human-like CLL due to the expression of the TCL1 oncogene under the control of the Eµ enhancer. While TCL1 mice are widely regarded to be a suitable model for the aggressive subtype of human CLL due to their unmutated IGHV status^29, 30^, TCL1 transgenic CLL cells also exhibit important features of anergic disease which is typically associated with an indolent clinical course. This is exemplified by compromised calcium mobilisation upon BCR engagement as well as reduced IgM surface expression (Fig. 1d and e).

**Fig. 1:**
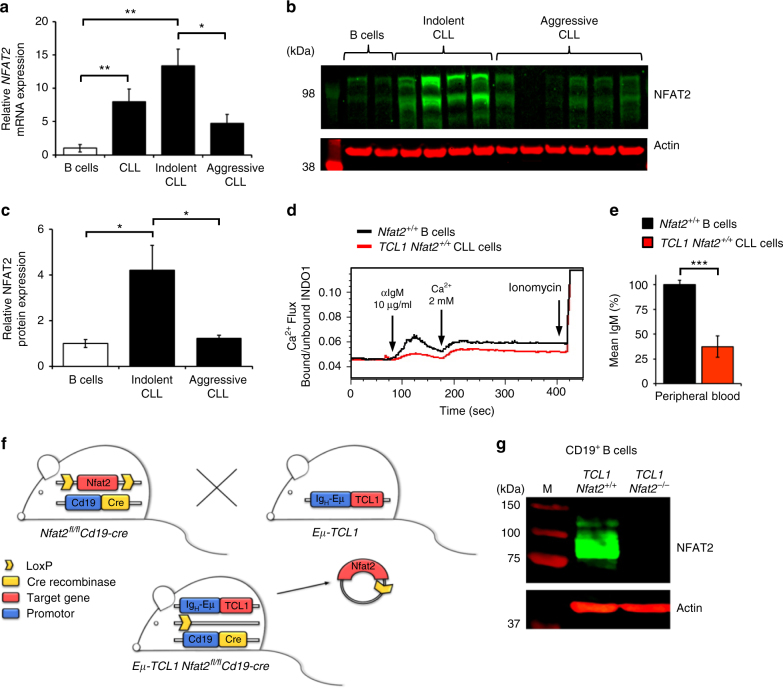
NFAT2 is overexpressed in CLL cells. **a** *NFAT2* mRNA expression in B cells from healthy volunteers (*n* = 3) and human CLL patients (*n* = 12), indolent CLL (*n* = 6) and aggressive CLL (*n* = 6) normalised to *Actin* assessed by RT-PCR (Welch’s *t*-test, Mean ± S.E.M., *P < 0.05, **P < 0.01). **b** NFAT2 protein expression in physiological B cells (*n* = 2), indolent CLL (*n* = 4) and aggressive CLL (*n* = 6) samples assessed by western blotting. One representative blot is shown. **c** Quantitative analysis of NFAT2 protein expression in physiological B cells (*n* = 10), indolent CLL (*n* = 7) and aggressive CLL (*n* = 8) samples (Welch’s *t*-test, mean ± S.E.M., *P < 0.05). **d** Ca^2+^ flux of splenic CD19^+^CD5^+^ cells from 28-week-old *Nfat2* ^+/+^ and *TCL1 Nfat2* ^+/+^ mice after stimulation with 10 µg/ml αIgM. Ca^2+^ was added after 3 min for extracellular flux. 1 µM ionomycin was added as a positive control. One representative experiment of three independent experiments is shown. **e** IgM surface expression on B cells from 28-week-old *Nfat2* ^+/+^ and *TCL1 Nfat2* ^+/+^ mice determined by flow cytometry (*n* = 5 per group) (Student’s *t*-test, Mean ± S.E.M., *P < 0.05). **f** Mouse breeding scheme to generate *Eµ-TCL1 Nfat2* ^*fl/fl*^ *Cd19-Cre* mice. **g** NFAT2 protein expression in one representative CD19^+^ splenic B cell sample from 28-week-old *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice assessed by western blotting

To generate the experimental cohort of mice with TCL1 expression and *Nfat2* ablation in the B cell compartment, *Nfat2* ^*fl/fl*^ *Cd19-Cre* mice with Cre recombinase expression under the control of the *Cd19* promoter were bred with *Eµ-TCL1* transgenic mice to yield *Eµ-TCL1 Nfat2* ^*fl/fl*^ *Cd19-Cre* (*TCL1 Nfat2* ^*−/−*^ *)* mice after two generations (Fig. 1f). *Eµ-TCL1 Nfat2* ^*fl/fl*^ (*TCL1 Nfat2* ^*+/+*^) mice and *Nfat2* ^fl/fl^ (*Nfat2* ^+/+^) mice served as controls. B cells from *Eµ-TCL1 Nfat2* ^*fl/fl*^ *Cd19-Cre* mice exhibited complete absence of NFAT2 expression as assessed by western blotting, while B cells from control animals showed intact expression of this protein (Fig. 1g and Supplementary Fig. 1a). Expression of NFAT1 on the other hand was found to be unaffected in B cells from conditional NFAT2 knockout animals (Supplementary Fig. 1b).

TCL1 transgenic mice with B cell-specific loss of *Nfat2* showed a significant acceleration of leukaemia development (Fig. 2a, b). At 28 weeks of age, ~20% of peripheral blood cells exhibited the typical CD19^+^CD5^+^ CLL phenotype in *TCL1 Nfat2* ^*+*/+^ mice while a mean value of 60% could be observed in *TCL1 Nfat2* ^*−/−*^ mice (Fig. 2b). Starting at around day 100, *TCL1 Nfat2* ^*−/−*^ mice exhibited a significant acceleration of leukaemia proliferation as compared to controls with intact NFAT2 expression as documented by significantly increased lymphocytes and CD19^+^CD5^+^ CLL cells (Fig. 2c, d). An increase of the CD19^+^CD5^−^ population in *TCL1 Nfat2* ^*−/−*^ mice during later disease stages was found to be caused by a significant downregulation of CD5 in the malignant cell population (Supplementary Fig. 2). Other lymphoid subpopulations remained unaffected by *Nfat2* deletion (Supplementary Fig. 3). In vivo BrdU incorporation assays and Annexin V staining revealed a several fold increased proliferation and apoptosis rate of CD19^+^CD5^+^ CLL cells from *TCL1 Nfat2* ^*−/−*^ mice as compared to TCL1 mice with intact NFAT2 expression demonstrating a highly accelerated tumour cell turnover (Fig. 2e). In line with these observations, a significantly higher percentage of CLL cells in the NFAT2-deficient cohort were in the G_2_/M and S phases of the cell cycle documenting increased aggressiveness of disease (Fig. 2f).

**Fig. 2:**
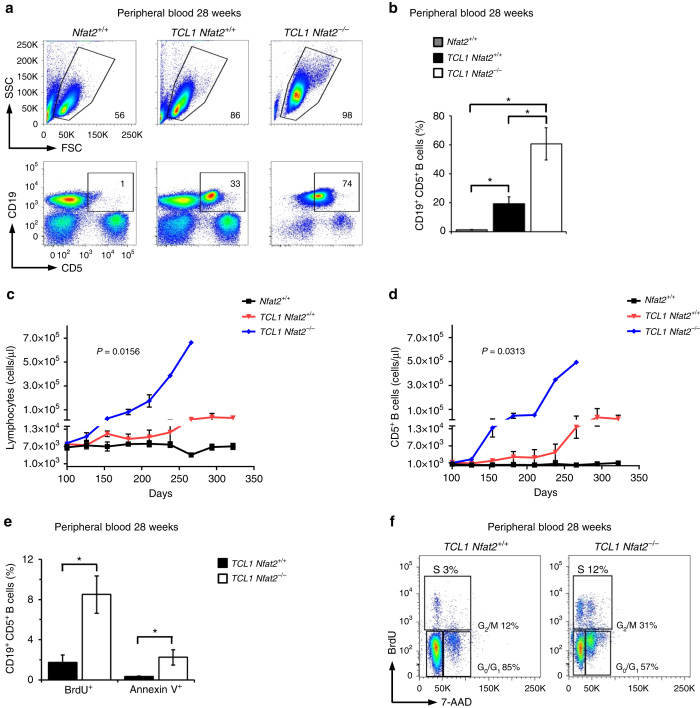
*Nfat2* deletion in *Eµ-TCL1* mice leads to significant acceleration of disease. **a** Flow cytometric analysis for CD19^+^CD5^+^ CLL cells of the peripheral blood of one representative mouse for the indicated genotypes at an age of 28 weeks. **b** Statistical analysis of the flow cytometry data from **a**. *n* = 5 animals per group were analysed (Welch’s *t*-test, Mean ± S.E.M., *P < 0.05). **c** Absolute lymphocyte count of *Nfat2* ^+/+^ (*n* = 5), *TCL1 Nfat2* ^+/+^ (*n* = 10) and *TCL1 Nfat2* ^*−/−*^ (*n* = 10) mice. Peripheral blood was harvested every 4 weeks and samples were analysed using an Advia 120 haematology analyser (Paired Wilcoxon test, Mean ± S.E.M.). **d** Expansion of CD19^+^CD5^+^ B cells in the peripheral blood of *Nfat2* ^+/+^ (*n* = 5), *TCL1 Nfat2* ^+/+^ (*n* = 10) and *TCL1 Nfat2* ^*−/−*^ (*n* = 10) mice assessed by flow cytometry at the indicated time points (Paired Wilcoxon test, Mean ± S.E.M.). **e** Proliferation and apoptosis of CD19^+^CD5^+^ B cells in the peripheral blood of 28-week-old mice of the indicated genotypes (*n* = 5 per group). Mice were injected with 10 mM BrdU i.p. and peripheral blood cells were harvested after 48 h. CD19^+^CD5^+^ B cells were stained with BrdU and Annexin V antibodies and measured by flow cytometry (*n* = 5) (Welch’s *t*-test, Mean ± S.E.M., *P < 0.05). **f** Cell cycle analysis of CD19^+^CD5^+^ B cells in the peripheral blood of 28-week-old mice of the indicated genotypes (*n* = 5 per group). Mice were injected with 10 mM BrdU i.p. and peripheral blood was harvested 24 h after injection. CD19^+^CD5^+^ B cells were stained with BrdU antibody and 7-AAD and subsequently analysed by flow cytometry

As a consequence of leukaemia acceleration, the mean life expectancy in the *Nfat2*-deleted cohort was profoundly reduced (201 vs. 325 days) (Fig. 3a). There was also a tendency towards shorter survival in animals with one intact and one deleted *Nfat2* allele which did not reach statistical significance indicating a potential gene dosage effect (276 vs. 325 days) (Supplementary Fig. 4). Upon necropsy at an age of 36 weeks, NFAT2-deficient animals showed dramatically stronger adenopathy and splenomegaly than TCL1 transgenic mice with intact NFAT2 expression and wild-type controls (Fig. 3b and c). The spleen weight was approximately increased 10-fold in animals with *Nfat2* deletion in their CLL cells as compared to animals with regular NFAT2 expression. This was accompanied by a higher degree of infiltration with malignant CD19^+^CD5^+^ CLL cells of the spleen, lymph nodes and bone marrow (Fig. 3d–g). Of note, the prevalence of CLL cells expressing the adverse prognostic markers ZAP70 and CD38 was significantly higher in the NFAT2-deficient cohort (Fig. 3h).

**Fig. 3:**
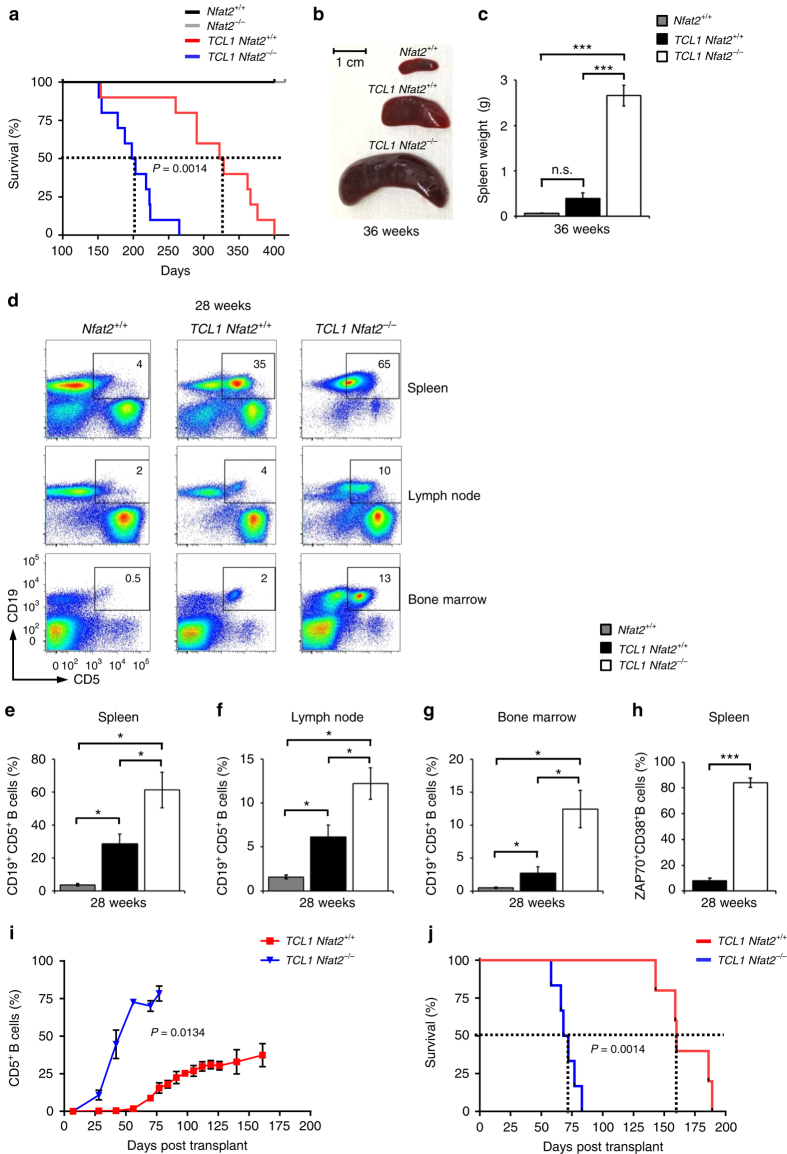
*Nfat2* deletion in CLL cells leads to significantly compromised survival of *Eµ-TCL1* mice. **a** Kaplan–Meier survival plot of *TCL1 Nfat2* ^+/+^ mice (*n* = 10), *TCL1 Nfat2* ^*−/−*^ mice (*n* = 10) and *Nfat2* ^+/+^ (*n* = 5) and *Nfat2* ^*−/−*^ (*n* = 5) controls. Statistical significance was determined using the Log-rank (Mantel–Cox) test, *P* = 0.0014. **b** Spleen size of representative animals of the indicated genotypes at an age of 36 weeks. **c** Average spleen weight of *n* = 5 animals with the indicated genotypes at an age of 36 weeks (Welch’s *t*-test, Mean ± S.E.M., ***P < 0.005, not significant (n.s.)). **d** Accumulation of CD19^+^CD5^+^ B cells in the spleen, lymph nodes and bone marrow of one representative *Nfat2* ^+/+^, *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mouse at an age of 28 weeks assessed by flow cytometry. **e**–**g** Accumulation of CD19^+^CD5^+^ B cells in the spleen, lymph nodes and bone marrow of *TCL1 Nfat2* ^+/+^ mice, *TCL1 Nfat2* ^*−/−*^ and *Nfat2* ^+/+^ mice (*n* = 5 per group) assessed by flow cytometry at an age of 28 weeks (Welch’s *t*-test, mean ± S.E.M., *P < 0.05). **h** ZAP70 and CD38 expression on CD19^+^CD5^+^ B cells from animals with the indicated genotypes at an age of 28 weeks. *n* = 5 animals per group were analysed by flow cytometry (Welch’s *t*-test, Mean ± S.E.M., ***P < 0.005). **i** Expansion of CD19^+^CD5^+^ CLL cells in the peripheral blood of NSG mice transplanted with CLL cells from *TCL1 Nfat2* ^+/+^ (*n* = 5) or *TCL1 Nfat2* ^*−/−*^ mice (*n* = 6) assessed by flow cytometry at the indicated time points (Student’s *t*-test, mean ± S.E.M., *p* = 0,0134). **j** Kaplan–Meier survival plot of NSG mice transplanted with CLL cells of the indicated genotype. Statistical significance was determined using the Log-rank (Mantel–Cox) test, *P* = 0.0014

To verify that our observations were indeed CLL cell-specific phenomena, we subsequently performed transplantation experiments of TCL1 transgenic CLL cells with intact NFAT2 expression or with NFAT2 deficiency into immunocompromised NSG (NOD *scid* gamma) mice. As postulated, NSG mice transplanted with *TCL1 Nfat2* ^*−/−*^ CLL cells exhibited significantly accelerated disease and a markedly reduced life expectancy when compared to NSG mice transplanted with TCL1 CLL cells with intact NFAT2 expression (70 vs. 160 days) (Fig. 3i, j). Furthermore, cell proliferation was markedly increased and apoptosis reduced in *Nfat2*-deleted CLL cells (Supplementary Fig. 5). This clearly documents that the observed effects are CLL cell-intrinsic and not due to potential effects of *Nfat2* deletion in other B cell subsets.

### *Nfat2* ablation leads to CLL transformation

Up to 10% of human CLL patients transform from an indolent subtype to an aggressive form of B cell lymphoma during their disease course with a transformation rate of 0.5–1% per year (Richter’s syndrome)^31^. These patients usually present with a rapid disease course and carry a dismal prognosis with a median survival of approximately 1 year^32^. Loss of *CDKN2A*, disruption of *TP53*, activation of *MYC*, and mutations of *NOTCH1* have all been described to be associated with the development of Richter’s transformation^33, 34^. The role of NFAT2 in this setting has not been studied.

To assess whether a transformation to aggressive lymphoma had occurred in our NFAT2-deficient TCL1 cohort, we performed an immunohistochemical analysis of spleens from mice at different stages of disease development (Fig. 4 and Supplementary Fig. 6). Mice with regular NFAT2 expression exhibited typical small lymphocytic infiltrates with clumped mature chromatin and low mitotic activity throughout the entire course of their disease (Fig. 4a, b and Supplementary Fig. 6) which are characteristic for CLL (small B cell lymphoma)^35^. NFAT2-deficient mice on the other hand demonstrated clear evidence of transformation to an aggressive form of B cell lymphoma. Their spleens were diffusely infiltrated by medium to large cells with open blastic chromatin and a high mitotic index as documented by significantly increased Ki-67 expression. While the animals with intact NFAT2 expression showed a typical pattern of resident T cells in their spleens throughout disease development, only very few T cells could be detected in the organs of NFAT2-deficient mice at later stages of lymphoma development at 28 and 36 weeks of age (Fig. 4a, b and Supplementary Fig. 6). Furthermore, the lymphoid infiltrates in NFAT2-deficient mice only weakly expressed the B cell marker B220 but their B cell origin could be clearly documented by positivity for CD79a.

**Fig. 4:**
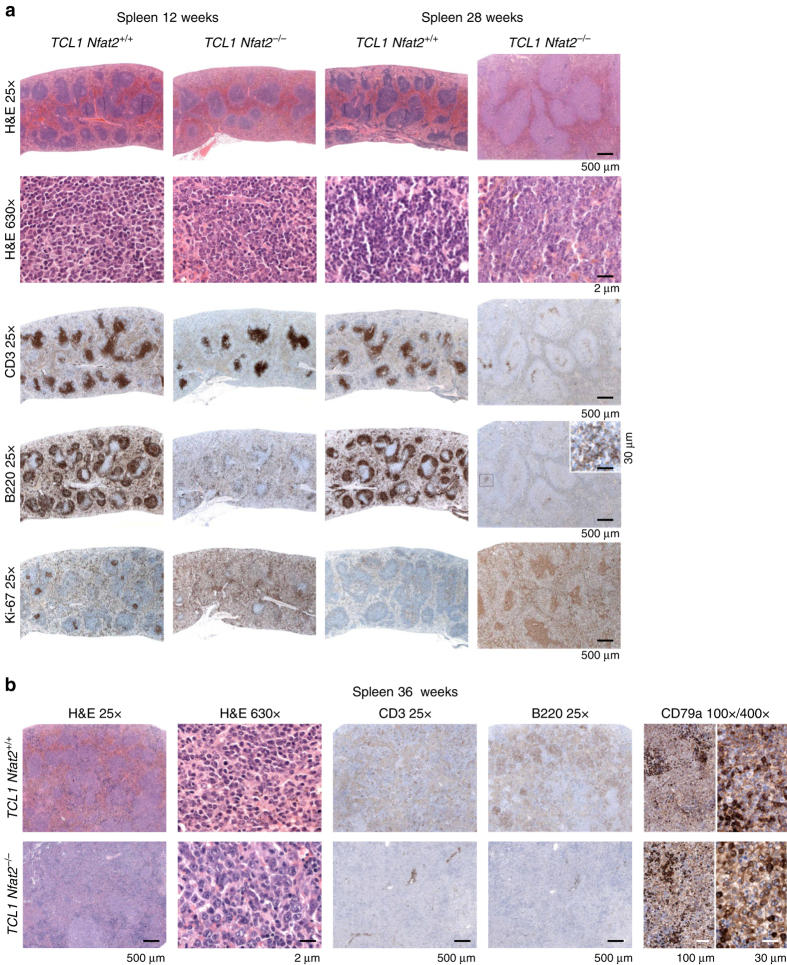
*Nfat2* ablation leads to histologic transformation of CLL to aggressive disease. **a** H&E staining of paraffin-embedded spleen sections of one representative *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mouse at 12 and 28 weeks of age (*upper panels*) and immunohistochemical staining for CD3, B220 and Ki-67 (*lower panels*). For higher magnification of B220 and Ki-67 staining and CD79a staining in *TCL1 Nfat2* ^*−/−*^ mice and Staining of *Nfat2* ^+/+^control mice see also Supplementary Fig. 6. **b** H&E staining of paraffin-embedded spleen sections of representative *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice and immunohistochemical staining for CD3, B220 and CD79a at an age of 36 weeks

Taken together, these data unequivocally document that ablation of NFAT2 expression in the B cell compartment of TCL1 transgenic mice leads to transformation of CLL to an aggressive form of B cell lymphoma.

### NFAT2 regulates multiple anergy-associated genes

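Gene expression was measured in splenic CD19+CD5+ CLL cells sorted by flow cytometry from TCL1 Nfat2+/+ and TCL1 Nfat2-/- mice. These mice carry the Eµ-TCL1 transgene, which causes a CLL-like leukaemia, and NFAT2 is either intact or deleted in their B cells through Cd19-Cre. By the paper's methods the TCL1 Nfat2+/+ controls carry the floxed gene without Cd19-Cre. An effect of Cd19-Cre itself therefore cannot be told apart from that of the deletion in any comparison below. Each genotype had 3 mice with 1 array per mouse, 6 arrays in all. The legend of Fig. 5 gives an age of 20 weeks and the methods 5 months. RNA was hybridised to Affymetrix mouse gene ST arrays, on which each probe set reads 1 transcript cluster. Nfatc1, the gene that encodes NFAT2, had log2 expression values of 11.72, 11.67 and 11.69 in the TCL1 Nfat2+/+ mice and of 11.68, 11.43 and 11.50 in the TCL1 Nfat2-/- mice. Its log2 fold change was -0.16 (standard error 0.09, adjusted p = 0.633 from limma). Its probe set lies on chromosome 18 from 80802689 to 80909810 (build not given in the sources used here). Which part of the gene the probe set covers and which part is deleted is not given in the sources used here either, so this value does not check the deletion.

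The authors normalised the arrays and deposited log2 values for 35556 probe sets. The methods name GC-RMA, and the labels list both RMA and GCRMA without saying which gave the values. The median of the log2 values ranged from 6.95 to 7.06 between the arrays. Correlations between arrays of the same genotype ranged from 0.972 to 0.987 in TCL1 Nfat2+/+ and from 0.989 to 0.992 in TCL1 Nfat2-/-. The number of arrays limits the precision of every value, and an exact permutation test of 3 mice against 3 cannot give a p below 0.1. The deposited values were analysed as they are with the linear model and empirical Bayes test of limma over all probe sets, with Benjamini-Hochberg adjustment, and an adjusted p under 0.05 was called a change. Fold changes are TCL1 Nfat2-/- minus TCL1 Nfat2+/+ on the log2 scale. Gene names come from the authors' deposited comparison table, which lists 26185 of the probe sets. These are exactly the probe sets in which the fifth lowest array exceeds the lowest by at least 0.2, a filter that was found from the values and that the text of the paper does not name. The 17494 probe sets with exactly 1 gene symbol stand for 15374 genes, and each of the 1191 genes with several was read through the probe set of highest mean. Genes whose probe sets vary less than this filter asks have no name, so they are missing from every gene list and were not analysed here. The test, the threshold, the gene lists and the alternative settings were fixed before the data were examined, except that refitting only the probe sets the authors tested was chosen after seeing the values.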

To identify relevant NFAT2 target genes and to elucidate the mechanism by which the disease acceleration and transformation upon *Nfat2* ablation was mediated, we performed a gene expression analysis using Affymetrix microarrays. Here, we could detect a number of genes differentially regulated in the two leukaemia cohorts. 

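CLL cells without NFAT2 had higher expression of Aicda, the cytidine deaminase of class switching and somatic hypermutation, by 9.76-fold, and of Rgl1, an exchange factor for the GTPase Ral, by 9.58-fold. Tppp3, a tubulin-binding protein, was 6.62-fold higher. Parp8, an ADP-ribosyltransferase, was 31.8-fold lower, Wls, the carrier of Wnt proteins to the cell surface, 17.8-fold lower and Actn1, which cross-links actin filaments, 12.9-fold lower. Emb, a membrane glycoprotein of the immunoglobulin superfamily, was 43.0-fold lower when read through the brighter of its probe sets, and the chemokine receptor gene Ccr9 was 10.7-fold lower. In TCL1 Nfat2-/- cells Emb (4.91), Parp8 (5.32) and Gm10561 (4.2) lay below the lower quartile of these arrays (5.62 to 5.71) and Wls (5.71) close to it, and no measure of background was used here, so background may limit their folds. In limma's test over all probe sets, 138 changed at an adjusted p under 0.05, 66 of them higher and 72 lower in TCL1 Nfat2-/-. They stand for 122 named genes, 63 higher and 59 lower, and 46 of the higher and 44 of the lower genes changed at least 2-fold. In all 138 probe sets every mouse of a genotype lay above every mouse of the other, which held for 17.0% of all probe sets and is given by chance for 10%.

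The log2 fold change was 3.29 for Aicda (standard error 0.21, adjusted p = 0.00757 from limma), which lies on chromosome 6 from 122503831 to 122514198 (build not given in the sources used here). It was 3.26 for Rgl1 (standard error 0.18) and 2.73 for Tppp3 (standard error 0.10). For Parp8, on chromosome 13 from 117643720 to 117814344, it was -4.99 (standard error 0.26, adjusted p = 0.00356 from limma). Wls had a log2 fold change of -4.15 (standard error 0.17), Actn1 of -3.69 (standard error 0.14) and Emb of -5.43 (standard error 0.44). Other genes that rose were Rgs13, a regulator of G protein signalling (2.78), Wdfy3, an adaptor of selective autophagy (2.66), the amino acid oxidase gene Il4i1 (2.16), Cubn (2.14), the G protein subunit gene Gnb3 (2.11), Dse (2.03), the tubulin gene Tubb2b (2.01), Map3k15 (1.93) and the calponin gene Cnn3 (1.89). Other genes that fell were Ccr9 (-3.42), Gm10561 (-3.29), the surface peptidase gene Dpp4 (-3.25), Dmxl2 (-3.23), the adhesion molecule gene Epcam (-2.99), Pigr, the transporter of polymeric immunoglobulin (-2.31) and the ion channel gene Mcoln3 (-2.30). Markers of macrophages and monocytes moved up relative to other genes, with a median log2 fold change of 0.31 over 15 named genes and no member past the test (4 at an unadjusted p under 0.05; camera from limma, adjusted p = 0.0185; adjusted p = 0.25 with an estimated correlation). The camera call for macrophages was lost without TCL1 Nfat2+/+ replicate 2 (median 0.26), with array quality weights and over probe sets at or above the median mean, and the median was 0.20 without TCL1 Nfat2-/- replicate 1. With array quality weights or the mean of a gene's probe sets 1 macrophage marker passed limma's test. The array quality weights, here and below, did not converge and gave TCL1 Nfat2+/+ replicate 3 a weight of 15.6. The other arrays had weights of 0.253 to 1.90. Dendritic cell markers had a median of -0.11 over 5 named genes (-1.76 over probe sets at or above the median mean), of which Ccr9 alone passed the test (camera from limma, adjusted p = 0.0130; adjusted p = 0.25 with an estimated correlation). Aicda, Rgl1, Tppp3, Parp8, Wls and Actn1 passed the test under every alternative setting, and each of the other genes named here failed it under at least 1, but a further probe set of Emb had a log2 fold change of -0.19 and a further one of Actn1 of -0.27, neither past the test. With the mean of a gene's probe sets Emb was at -2.81, a smaller decrease than those of Parp8 and Wls, and Actn1 at -1.98. The count of changed probe sets was 52, 26 and 57 without TCL1 Nfat2+/+ replicate 1, 2 or 3 and 9, 29 and 43 without TCL1 Nfat2-/- replicate 1, 2 or 3, and that of changed genes 46, 20 and 46 and then 9, 28 and 40.

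**Figure D1:**
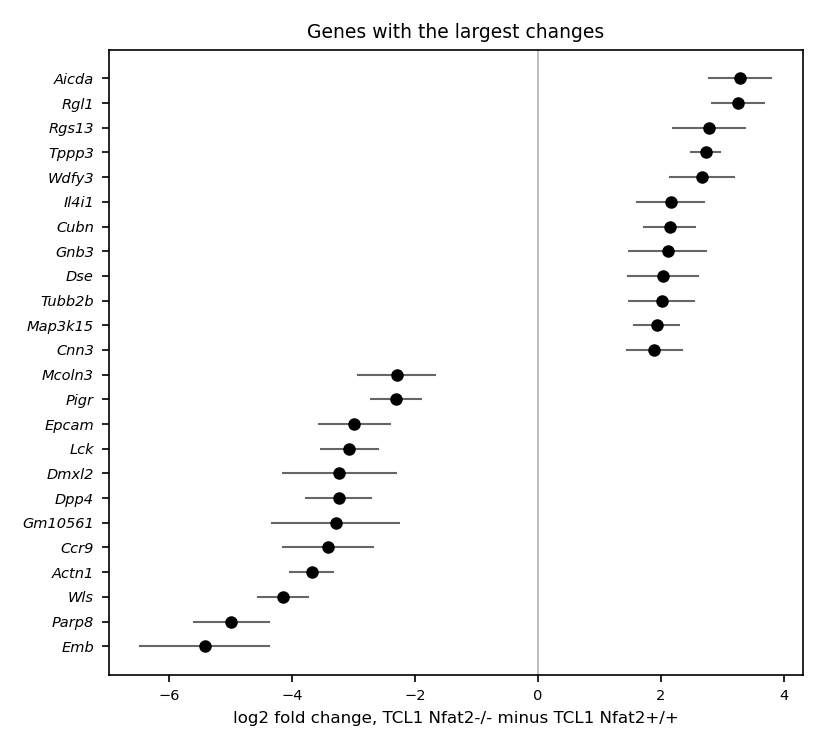
Log2 fold change between TCL1 Nfat2-/- and TCL1 Nfat2+/+ leukaemia cells for the 12 genes with the largest increase and the 12 with the largest decrease among genes past the test (points) with 95% confidence intervals from limma (lines), 3 mice per genotype. The points reach from -5.43 for Emb to 3.29 for Aicda, and no interval includes 0.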

The majority of these genes were either cell cycle regulators (Fig. 5a) or proteins involved in BCR signalling (Fig. 5b). 

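Genes of the G2 and M phases, which encode parts of the mitotic spindle and the kinases that drive division, had higher values as a group in CLL cells without NFAT2. All 28 named members had a positive log2 fold change, with a median of 0.88, among them the mitotic kinase genes Ttk at 1.38 (standard error 0.29) and Aurkb at 0.98 (standard error 0.17). Genes of S phase and DNA replication had a median of 0.45, with a positive fold change in 22 of 24 named members, such as the cyclin gene Ccne1 at 0.55 (standard error 0.09) and Uhrf1, which maintains DNA methylation at replication, at 0.73 (standard error 0.13). Genes of BCR signalling had a median of -0.04 over 27 named members, with Blnk, the adaptor downstream of SYK, at -0.50 (standard error 0.08) and the calcium channel gene Orai1 at -0.44 (standard error 0.08).

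None of the 28 G2/M genes passed limma's test over all probe sets, although 24 had an unadjusted p under 0.05 and 24 were higher when adjusted over the list alone. With only probe sets with exactly 1 gene symbol 10 passed, with the mean of a gene's probe sets 12 and with array quality weights 25, all of them higher. In the same 3 settings 3, 4 and 8 S phase genes and 2, 2 and 5 cyclin and CDK genes passed as higher, and 2, 3 and 8 BCR signalling genes as lower, with 3 BCR genes higher and 1 cyclin or CDK gene lower under array quality weights. A cyclin or CDK gene also passed as higher without TCL1 Nfat2+/+ replicate 1, after a further quantile normalisation and over probe sets at or above the median mean (1 each). As a set the G2/M genes were higher than other genes (camera from limma, adjusted p = 4.27e-20; adjusted p = 0.269 with an estimated correlation). The mean of the list, relative to its mean over all arrays, was 0.93 in TCL1 Nfat2-/- replicate 3 and 0.18 and 0.20 in the other TCL1 Nfat2-/- mice, and -0.06, -0.69 and -0.56 in the TCL1 Nfat2+/+ mice. No S phase gene passed limma's test, with 13 at an unadjusted p under 0.05 and 10 higher when adjusted over the list alone (camera from limma, adjusted p = 1.73e-08; adjusted p = 0.408 with an estimated correlation), and the median of the list was 0.30 without TCL1 Nfat2-/- replicate 3. Of 13 named cyclins, CDKs and CDK inhibitors none passed limma's test; 5 were higher and 1 was lower at an unadjusted p under 0.05, and 3 were higher when adjusted over the list alone. Their median was 0.29 (camera from limma, adjusted p = 0.00174; adjusted p = 0.187 with an estimated correlation), with the kinase gene Cdk6 at 1.44 (standard error 0.25) and the transcription factor gene E2f2 at 0.67 (standard error 0.10). No gene of the BCR signalling list passed limma's test; 3 were higher and 9 were lower at an unadjusted p under 0.05, and 1 was higher and 5 were lower when adjusted over the list alone (camera from limma, adjusted p = 0.109). Without TCL1 Nfat2+/+ replicate 2 (median -0.05) and after a further quantile normalisation (median -0.06) camera made a call for this list, which was lost with an estimated correlation (adjusted p = 0.40 and adjusted p = 0.375 from limma). The median was -0.10 without TCL1 Nfat2+/+ replicate 3, -0.12 without TCL1 Nfat2-/- replicate 2 and 0.035 without TCL1 Nfat2-/- replicate 3, so its sign depended on the mice included.

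Of the 122 changed genes, 12 (9.84%) belonged to these 4 lists or to the genes shown in Fig. 5a and Fig. 5b, and all 12 came from the genes of Fig. 5, which the study chose on these samples and which are therefore not independent evidence. The lists and Fig. 5 together hold 114 of the 15374 named genes, so changed genes with such roles outside them are not counted. The 12 were Aicda, Cd27, Dpp4, Fcer2a, Hdac9, Lck, Mapk11, Mapk12, Nrip1, Ptafr, Rapgef3 and Vav3. Without the genes of Fig. 5, 0 of the changed genes in limma's test lay in the lists, where 0.730 would be drawn by chance (Fisher's exact test, two-sided, p = 1). Settings that call more genes gave another result: 17 of 508 changed genes lay in these lists with only probe sets with exactly 1 gene symbol (3.04 by chance, Fisher's exact test, p = 7.29e-09), 21 of 585 with the mean of a gene's probe sets (3.50 by chance, p = 2.47e-11 from the same exact test) and 50 of 2558 with array quality weights (15.3 by chance, p = 1.43e-16 from the same exact test), a test that takes the genes as independent. Calls under array quality weights depend strongly on TCL1 Nfat2+/+ replicate 3, which had a weight of 15.6 against 0.253 to 1.90 elsewhere. The count of 12 was 8, 3 and 5 without TCL1 Nfat2+/+ replicate 1, 2 or 3 and 2, 4 and 3 without TCL1 Nfat2-/- replicate 1, 2 or 3.

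**Figure D2:**
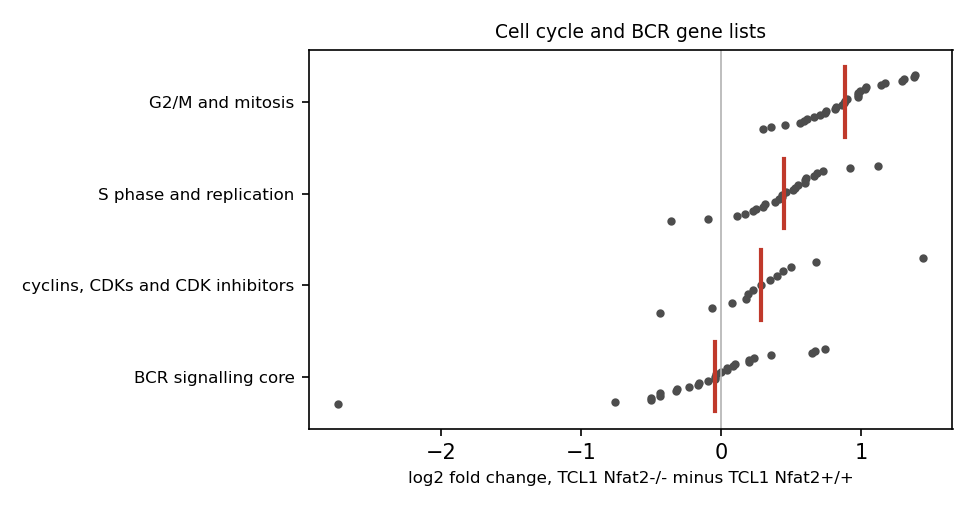
Log2 fold change between TCL1 Nfat2-/- and TCL1 Nfat2+/+ leukaemia cells for each named gene of the cell cycle lists and the BCR signalling list (points, spread vertically in order of value), with the median of each list (red line), 3 mice per genotype. All 28 G2/M genes lie above 0, and the genes of BCR signalling lie on both sides of it.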

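Of 23 named genes with roles in lymphocyte anergy or in restraining antigen receptor signals, fold changes went both ways in CLL cells without NFAT2. The diacylglycerol kinase gene Dgka, whose product limits signals from diacylglycerol, had a log2 fold change of -0.40 (standard error 0.08), and the E3 ligase gene Nedd4 one of 0.64 (standard error 0.13). The inhibitory B cell receptor gene Cd22 stood at 0.55 (standard error 0.15). Genes that NFAT activates in lymphocytes had a median log2 fold change of -0.25 over 9 named members, among them the transcription factor genes Egr3 at -0.30 (standard error 0.10) and Nr4a1 at -1.30 (standard error 0.46).

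No gene of the anergy and negative regulator list passed limma's test; 3 were higher and 4 were lower at an unadjusted p under 0.05, and Nedd4 was higher and Dgka lower when adjusted over the list alone. With only probe sets with exactly 1 gene symbol or the mean of a gene's probe sets 1 passed as higher, and with array quality weights 4 passed as higher and 1 as lower. The median of the list was 0.01 and its mean -0.03 (camera from limma, adjusted p = 0.618), and the median turned negative without TCL1 Nfat2+/+ replicate 1 (-0.0047) or 3 (-0.02) and without TCL1 Nfat2-/- replicate 1 (-0.04) or 2 (-0.05). No NFAT target gene passed limma's test either, with 1 higher and 3 lower at an unadjusted p under 0.05 and none when adjusted over the list alone. As a set they were lower than other genes (camera from limma, adjusted p = 0.0401, from 0.00866 to 0.185 over the alternative settings; adjusted p = 0.269 with an estimated correlation). The call was lost without TCL1 Nfat2+/+ replicate 1, where the median was -0.12 and Nr4a1 at -0.73, without TCL1 Nfat2-/- replicate 2 (median -0.21), with array quality weights and with the mean of a gene's probe sets. It was also lost with a term for the replicate number (camera from limma, adjusted p = 0.0823). The mean of the list, relative to its mean over all arrays, was 0.46 in TCL1 Nfat2+/+ replicate 1 and 0.10 and -0.02 in the other TCL1 Nfat2+/+ mice, and genes of tissue handling stress, which include Nr4a1, were also highest in TCL1 Nfat2+/+ replicate 1 (0.78). Of 9 named genes of the NFAT family and the calcineurin pathway none passed limma's test, 1 was higher and 2 were lower at an unadjusted p under 0.05, and the median was -0.15 (camera from limma, adjusted p = 0.301). It was -0.027 without TCL1 Nfat2+/+ replicate 2, -0.09 without TCL1 Nfat2-/- replicate 1, -0.05 without TCL1 Nfat2-/- replicate 2 and 0.078 with the mean of a gene's probe sets. In this family 1 gene passed as lower with only probe sets with exactly 1 gene symbol or the mean of a gene's probe sets, and 1 as higher and 2 as lower with array quality weights. The 2 lower genes, which were also lower when adjusted over the list alone, were Nfatc2, which encodes NFAT1, at -0.41 (standard error 0.08) and Nfat5 at -0.80 (standard error 0.14).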

Of note, we could also identify a significant downregulation of several genes that have been previously implicated in the regulation of the anergic state in physiological T and B cells in the *TCL1 Nfat2* ^*−/−*^ cohort. Among these were the E3 ligases *Cbl-b* and *Grail* as well as the transcription factor *Egr2* and the lymphocyte-specific protein kinase *Lck* (Fig. 5b). 

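Lck was 8.40-fold lower in CLL cells without NFAT2, and every TCL1 Nfat2-/- mouse lay below every TCL1 Nfat2+/+ mouse. Its log2 expression was 9.98 ± 0.40 (SD, n = 3) in TCL1 Nfat2+/+ and 6.91 ± 0.09 (SD, n = 3) in TCL1 Nfat2-/- cells. Egr2 was also lower in each TCL1 Nfat2-/- mouse, at 7.26 ± 0.23 (SD, n = 3) against 8.12 ± 0.60 (SD, n = 3), but it did not pass the test over all probe sets. Cblb, the gene of the E3 ligase Cbl-b, had a mean of 10.89 in both genotypes (SD 0.15 in TCL1 Nfat2+/+ and 0.25 in TCL1 Nfat2-/-, n = 3 each). Grail (Rnf128) has no named probe set and was not analysed here.

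The log2 fold change of Lck was -3.07 (standard error 0.20, adjusted p = 0.00757 from limma). The gene lies on chromosome 4 from 129225593 to 129250850 (build not given in the sources used here). Egr2, on chromosome 10 from 67000626 to 67004936, had a log2 fold change of -0.86 (standard error 0.30, unadjusted p = 0.0258 and adjusted p = 0.358 from limma). The difference for Cblb, on chromosome 16 from 52033136 to 52208154, had a 95% confidence interval from -0.36 to 0.36 on the log2 scale (adjusted p = 1.00 from limma). Markers of T cells, which also express Lck and CD5, had a median log2 fold change of -0.16 over 20 named genes, with 18 negative and none past limma's test (3 lower at an unadjusted p under 0.05; camera, adjusted p = 0.00128; adjusted p = 0.269 with an estimated correlation). Over probe sets at or above the median mean camera made no call for these markers, while 2 passed limma's test as lower with only probe sets with exactly 1 gene symbol or the mean of a gene's probe sets and 5 with array quality weights. Without TCL1 Nfat2-/- replicate 1 the log2 fold change of Lck was -3.06 and its adjusted p in limma's test 0.0723, the highest of a range from 2.56e-06 over the alternative settings. Without TCL1 Nfat2+/+ replicate 1 the log2 fold change of Egr2 was -0.52. The paper takes these genes from the arrays and rests their regulation by NFAT2 on further assays, among them RT-PCR and western blotting (Fig. 5c, d) and calcineurin inhibitors (Fig. 5e–h).

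**Figure D3:**
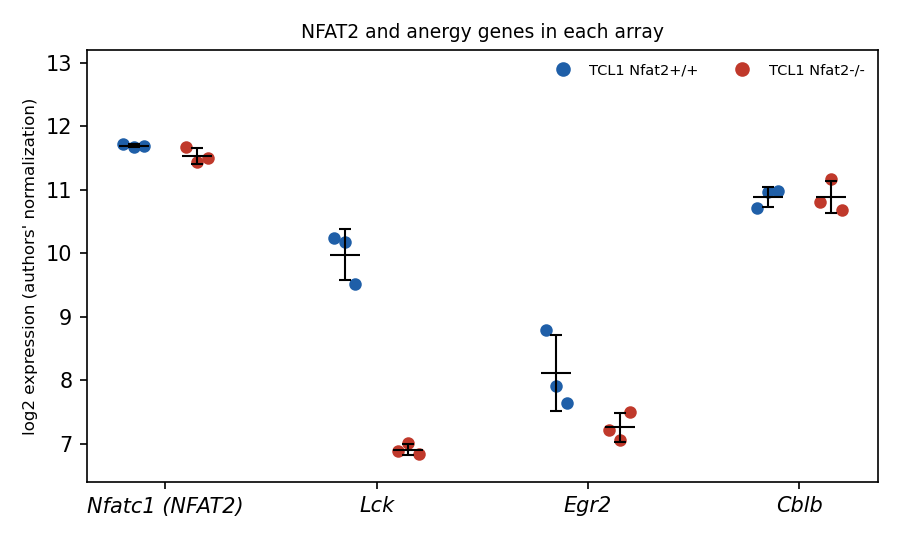
Log2 expression, as normalised by the authors, of Nfatc1, Lck, Egr2 and Cblb in each array, for 3 TCL1 Nfat2+/+ mice (blue) and 3 TCL1 Nfat2-/- mice (red), with the mean (horizontal bar) and SD (error bar). The genotypes are apart for Lck and Egr2 and overlap for Nfatc1 and Cblb.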

Cbl and Cbl-b have been demonstrated to possess an important role in anergy induction in B cells^36^. Other studies have elucidated that Cbl-b and Grail are significant regulators of Ca^2+^-induced anergy in T cells^37, 38^. Egr2 has further been shown to be a critical transcription factor for the induction of T cell anergy in vitro and in vivo^39^. Lck has previously been demonstrated to be involved in BCR signaling^40^ and has been shown to be overexpressed in CLL^41, 42^. It is well characterised for its important role in T cells, where it associates with the cytoplasmic tails of the co-receptors CD4 and CD8 to modulate signal transduction from the T cell receptor^43, 44^ and possesses important functions in T cell activation and induction of T cell anergy^45^.

**Fig. 5:**
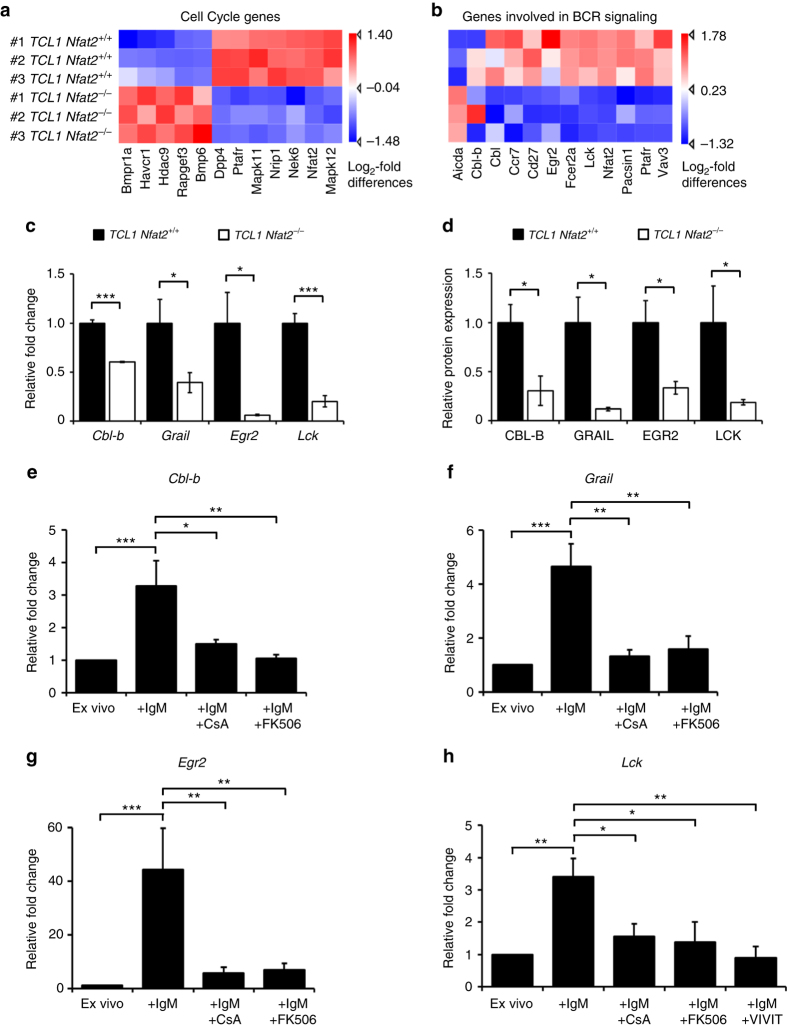
NFAT2 regulates the expression of multiple anergy-associated genes in CLL. **a**, **b** Microarray analysis of FACS-sorted splenic CD19^+^CD5^+^ CLL cells from 20-week-old *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice (*n* = 3 per group). Log_2_-fold differences of gene expressions are displayed in a hierarchical normalised heat map analysis which reveals changes in the expression of multiple cell cycle genes **a** and genes involved in BCR signalling **b**. **c** Relative gene expression of *Cbl-b*, *Grail*, *Egr2* and *Lck* mRNA normalised to *Actin* expression in ex vivo splenic CLL cells from 20-week-old *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice (*n* = 5 per group) assessed by qRT-PCR (Student’s *t*-test, Mean ± S.E.M., *P < 0.05; ***P < 0.005). **d** Quantification of protein expression of splenic CLL cells from 20-week-old *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice for CBL-B (*n* = 4), GRAIL (*n* = 3), EGR2 (*n* = 3) and LCK (*n* = 6) assessed by western blotting (Student’s *t*-test, Mean ± S.E.M., *P < 0.05). **e**–**g** Splenic CLL cells from 20-week-old *TCL1 Nfat2* ^+/+^ mice were isolated and stimulated in vitro with 10 µg/ml αIgM, 10 µg/ml αIgM + 1 µM CsA or 10 µg/ml αIgM + 1 µM FK506 for 6 h. Relative mRNA expression of *Cbl-b* (*n* = 4) **f**, *Grail* (*n* = 3) **g** and *Egr2* (*n* = 5) **h** were assessed by qRT-PCR and normalised to *Actin* (One-way analysis of variance (ANOVA), Mean ± S.E.M., *P < 0.05, **P < 0.01, ***P < 0.005). **h** Splenic CLL cells from 20-week-old *TCL1 Nfat2* ^+/+^ mice (*n* = 5) were isolated and stimulated in vitro with 10 µg/ml αIgM, 10 µg/ml αIgM + 1 µM CsA, 10 µg/ml αIgM + 1 µM FK506 or 10 µg/ml αIgM + 10 µM VIVIT peptide for 1 h. Relative *Lck* mRNA expression normalised to *Actin* was assessed by qRT-PCR (One-way ANOVA, mean ± S.E.M., *P < 0.05, **P < 0.01)

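Among the cell cycle genes of Fig. 5a, the deacetylase gene Hdac9 and the exchange factor gene Rapgef3 rose in CLL cells without NFAT2, by 3.34-fold and 2.40-fold. The MAP kinase genes Mapk12 and Mapk11 fell, to levels 3.52-fold and 1.96-fold lower, together with Dpp4, Ptafr, the receptor gene for platelet-activating factor, and the nuclear receptor cofactor gene Nrip1. Among the BCR genes of Fig. 5b, Aicda rose, and Vav3, an exchange factor of antigen receptor signalling, fell to a level 4.87-fold lower, Fcer2a, which encodes CD23, 2.82-fold lower and Cd27 2.28-fold lower, as did Lck and Ptafr.

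Over all probe sets, 12 of the 22 genes shown passed limma's test, 2 higher and 5 lower of the 12 in Fig. 5a and 1 higher and 5 lower of the 12 in Fig. 5b, with Ptafr in both panels. When adjusted over the list alone, 5 were higher and 6 were lower in Fig. 5a and 1 was higher and 8 were lower in Fig. 5b. The study chose both lists on these samples, so neither these counts nor the set tests of both lists below are independent evidence of a direction. The log2 fold change was 1.74 for Hdac9 (standard error 0.18), 1.26 for Rapgef3 (standard error 0.11), -1.81 for Mapk12 (standard error 0.18), -1.07 for Ptafr (standard error 0.11), -0.97 for Mapk11 (standard error 0.10) and -0.81 for Nrip1 (standard error 0.08). In Fig. 5b it was -2.28 for Vav3 (standard error 0.30), -1.50 for Fcer2a (standard error 0.13) and -1.19 for Cd27 (standard error 0.13). Adjusted p values of these 9 genes from limma ranged from 0.0159 for Fcer2a to 0.0474 for Vav3. The BMP receptor gene Bmpr1a (2.00), Bmp6 (1.94), Havcr1 (1.91), Nek6 (-1.13), the chemokine receptor gene Ccr7 (-2.25) and Pacsin1 (-1.08) had genotypes apart in every mouse but adjusted p from 0.0637 to 0.126 in limma's test. Cbl differed by -0.05 (standard error 0.13). The median log2 fold change was -0.49 for Fig. 5a, with a mean of -0.03 (camera from limma, adjusted p = 0.210), and -1.08 for Fig. 5b (camera from limma, adjusted p = 5.64e-10; adjusted p = 0.187 with an estimated correlation). A further probe set of Rapgef3 had a log2 fold change of 0.08 and did not pass the test, and with the mean of a gene's probe sets Rapgef3 was at 0.67. Vav3 had a mean of 5.46 in TCL1 Nfat2-/- cells, below the lower quartile of these arrays (5.62 to 5.71), so background may limit its fold. The number of genes past the test was 3, 1 and 3 in Fig. 5a and 5, 2 and 2 in Fig. 5b without TCL1 Nfat2+/+ replicate 1, 2 or 3, and 0, 2 and 1 in Fig. 5a and 2 in Fig. 5b each time without TCL1 Nfat2-/- replicate 1, 2 or 3.

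**Figure D4:**
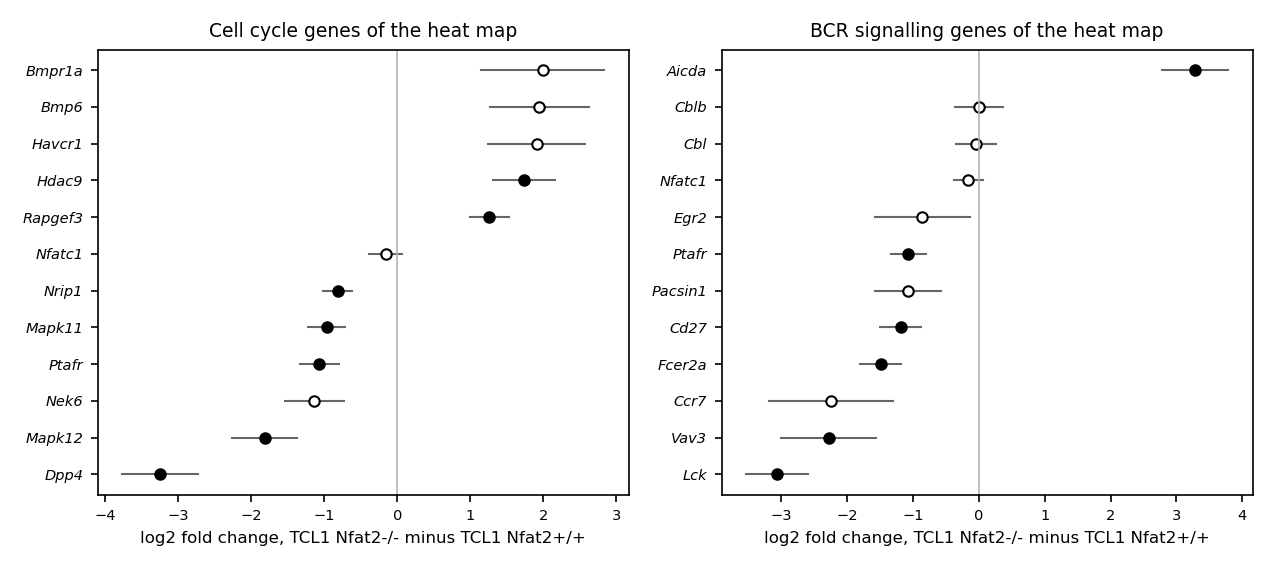
Log2 fold change between TCL1 Nfat2-/- and TCL1 Nfat2+/+ leukaemia cells for the genes shown in Fig. 5a (left) and Fig. 5b (right), with 95% confidence intervals from limma (lines), 3 mice per genotype. Filled points passed the test at an adjusted p under 0.05 over all probe sets, 7 of 12 in the left panel and 6 of 12 in the right panel.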

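Lck, Egr2 and Cblb, the anergy genes of the study that have a named probe set, had a median log2 fold change of -0.86 in CLL cells without NFAT2. Lck alone passed limma's test over all probe sets, and Egr2 was lower as well when adjusted over the list alone, which is not independent evidence because the study chose these genes on these samples. As a set they were lower than other genes (camera from limma, adjusted p = 0.000707; adjusted p = 0.187 with an estimated correlation), and their median was -0.52 without TCL1 Nfat2+/+ replicate 1. This set test uses the same chosen genes, so it is not independent evidence either. Its members did not fall together, with log2 fold changes of -3.07 for Lck, -0.86 for Egr2 and -0.00065 for Cblb. Cblb took log2 fold changes from -0.14 to 0.10 over the alternative settings and turned positive without TCL1 Nfat2+/+ replicate 2 (0.04) or 3 (0.05), without TCL1 Nfat2-/- replicate 1 (0.04) or 3 (0.10) and after subtraction of array medians (0.03). The authors' deposited comparison gives adjusted p values of 0.00126 for Lck, 0.290 for Egr2 and 0.999 for Cblb over the probe sets it lists. It calls 201 probe sets at an adjusted p under 0.05, and 133 of the 138 probe sets called over all probe sets are among them.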

Using microarrays we have identified the anergy-associated genes *Cbl-b*, *Grail*, *Egr2* and *Lck* to be differentially expressed in our two experimental cohorts with intact and ablated NFAT2 expression (Fig. 5b). Using polymerase chain rection with reverse transcription (RT-PCR) and western blotting, we were able to confirm a significantly reduced expression of this set of anergy-associated genes in NFAT2-deficient CLL cells both on the mRNA and protein level (Fig. 5c, d). To confirm that the identified anergy-associated genes were indeed target genes of a calcineurin-sensitive transcription factor, we subsequently demonstrated that their expression can be induced by BCR stimulation with αIgM and suppressed by treatment with the calcineurin inhibitors CsA and FK506 (Fig. 5e–h). We further show that the expression of *Lck* in BCR-stimulated TCL1-transgenic CLL cells can be efficiently downregulated using the NFAT peptide inhibitor VIVIT clearly identifying *Lck* as an NFAT target gene (Fig. 5h).

### *Lck* is a direct target gene of NFAT2 in CLL

Sequence analysis of the *Lck* gene locus has previously revealed a potential NFAT binding motif with the sequence TTTCATCAG in the *Lck* promotor (Fig. 6a)^46^. To biochemically define *Lck* as a direct target of NFAT2, we continued to perform chromatin immunoprecipitation (ChIP) in primary human CLL cells using a monoclonal antibody against NFAT2 and subsequent quantitative RT-PCR (Fig. 6b and Supplementary Table 3). Our results clearly demonstrate that NFAT2 binds to the *CD40L* locus, which is a well-defined target gene of NFAT2 in B cells and therefore served as a positive control, and also to the *Lck* locus (Fig. 6b). In summary, these results unequivocally define *Lck* as a direct target gene of NFAT2 in CLL cells.

**Fig. 6:**
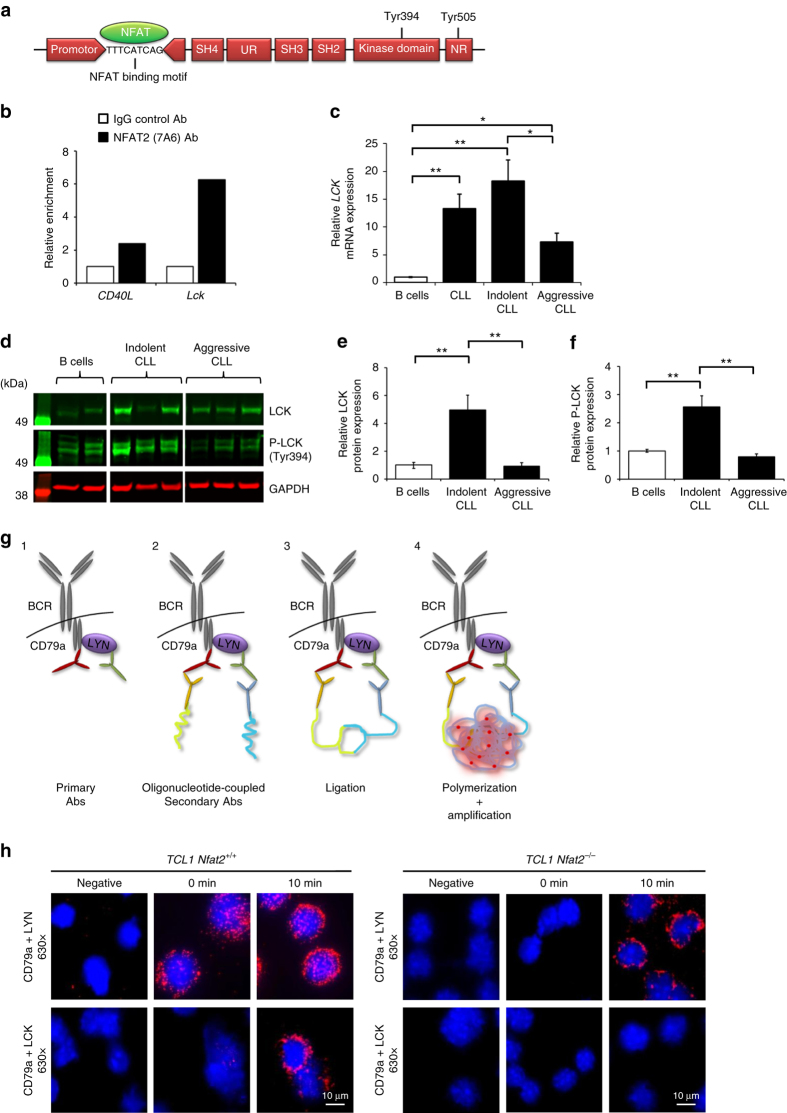
*Lck* is a direct target gene of NFAT2 and co localises with the BCR in CLL cells. **a** Schematic illustration of the *Lck* gene with a putative NFAT binding site. **b** Chromatin immunoprecipitation (ChIP) with CLL patient cells stimulated for 16 h with PMA/ionomycin. Cells were fixed with paraformaldehyde and DNA content was sheared by sonication. ChIP was performed with NFAT2 (7A6) and IgG control antibodies. The number of immunoprecipitated regions for each gene was calculated and normalised to the respective IgG control. One representative experiment of three independent experiments is shown. **c** *LCK* mRNA expression in untouched isolated physiological B cells from healthy volunteers (*n* = 6) and human CLL patients (*n* = 11) with indolent CLL (*n* = 6) and aggressive CLL (*n* = 5) normalised to *GAPDH* assessed by RT-PCR (Welch’s *t*-test, mean ± S.E.M., *P < 0.05, **P < 0.01, ***P < 0.001). **d** Representative LCK protein expression and its activating phosphorylation at Tyr394 in physiological B cells (*n* = 2), indolent CLL (*n* = 3) and aggressive CLL (*n* = 3) cells assessed by western blotting. **e**, **f** Quantitative analysis of LCK **e** and P-LCK (Tyr394) **f** expression on western blots with physiological B cells (*n* = 8), indolent CLL (*n* = 8) and aggressive CLL (*n* = 8) cells (Welch’s *t*-test, mean ± S.E.M., **P < 0.01). **g** Co localisation assay: Proteins were labelled with monoclonal antibodies from different species (1) and subsequently incubated with oligonucleotide-coupled secondary antibodies (2). In the case of close proximity of both proteins, the oligonucleotides on the secondary antibodies are able to ligate (3). A subsequent polymerisation and DNA amplification initiates the development of a red fluorescent signal (4), which can be detected in the fluorescence microscope. **h** Cytospins of PBMCs from 20-week-old *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice were either prepared without stimulation or after treatment with 20 µg/ml αIgM F(ab’)_2_ fragments for 10 min. Cells were stained with antibodies for CD79a and LCK. Co localisation of CD79a and LYN was used as a positive control. For negative controls, the primary antibody against CD79a was not added. DAPI was used for nuclear staining (630×)

To assess whether LCK was also overexpressed in human CLL, we subsequently analysed primary blood samples from patients with CLL while normal B cells from healthy donors served as controls (Fig. 6c–f). We demonstrate that LCK is substantially overexpressed and constitutively activated in leukaemia cells from patients with indolent CLL while its expression level and activation status in aggressive CLL was comparable to physiological B cells.

To decipher a potential role of LCK in BCR signalling in CLL cells, we went on to perform fluorescence co localisation assays (Fig. 6g, h and Supplementary Fig. 7). To demonstrate an interaction of LCK with the BCR complex-associated protein alpha chain CD79a, both proteins were labelled with monoclonal antibodies (Fig. 6g, panel 1) and subsequently incubated with oligonucleotide-coupled secondary antibodies (panel 2). In case of close proximity of both proteins, the oligonucleotides on the secondary antibodies are able to ligate (panel 3). A subsequent polymerisation and DNA amplification culminates in the development of a red fluorescent signal (panel 4). The Src kinase LYN which is a well characterised tyrosin kinase associated with the BCR complex served as a positive control. To assess the baseline levels of expression of LYN and LCK, single antibody stainings for the two proteins were also performed (Supplementary Fig. 7). In TCL1 CLL cells with intact NFAT2 expression, LCK clearly co localised with the BCR complex upon IgM stimulation while it was completely absent from the BCR under resting conditions (Fig. 6h, left panel). LYN on the other hand could be demonstrated to be associated with the BCR both under resting conditions and upon BCR engagement. In CLL cells from TCL1 mice deficient for NFAT2, LCK was completely absent from the BCR both at resting conditions and after BCR stimulation, while LYN co localised with the BCR upon αIgM treatment (Fig. 6h, right panel). In summary, these data show that LCK is a direct target gene of NFAT2 in CLL cells and co localises with CD79a upon BCR engagement.

### NFAT2 regulates the anergic phenotype in CLL

We have shown that NFAT2 regulates the expression of several anergy-associated genes in CLL cells and that its loss leads to disease acceleration and histological transformation to aggressive lymphoma (Fig 4 and 5). To assess whether the leukaemic cells of NFAT2-deficient mice indeed had lost their anergic phenotype, we subsequently performed calcium mobilisation assays (Fig. 7a). While CLL cells from TCL1 mice with intact NFAT2 expression showed significantly reduced Ca^2+^ mobilisation typical for the anergic state, leukaemic cells from NFAT2-deficient mice exhibited a strongly inducible BCR response with enhanced Ca^2+^ mobilisation indicating the loss of the anergic phenotype. In line with this observation, anergic CLL cells exhibited a significant downregulation of surface IgM expression as compared to physiological B cells, while CLL cells with *Nfat2* deletion showed an upregulation (Fig. 7b). Furthermore, we were able to detect a significant derepression of *Prdm1* expression in NFAT2-deficient CLL cells (Fig. 7c).

**Fig. 7:**
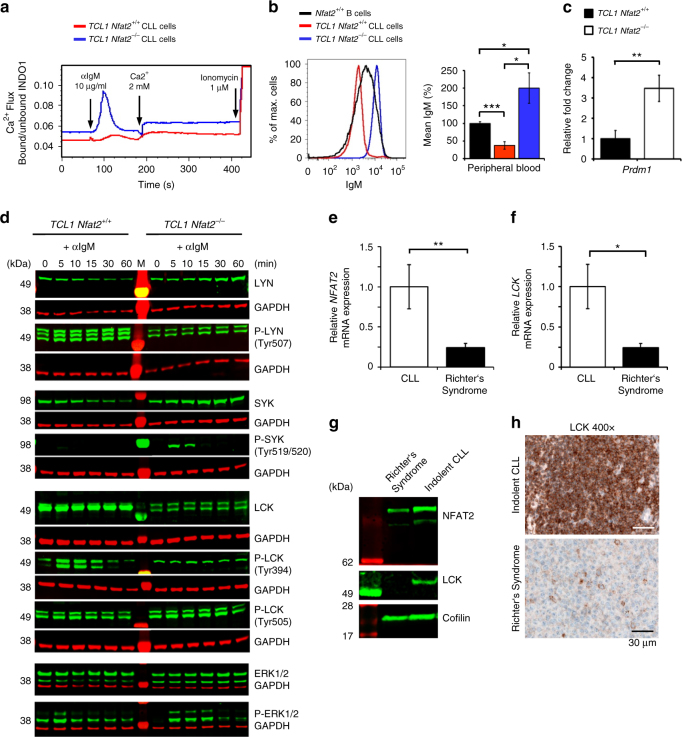
NFAT2 controls the anergic phenotype in CLL. **a** Ca^2+^ flux of splenic CD19^+^CD5^+^ CLL cells from 28-week-old *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice after stimulation with 10 µg/ml αIgM. Ca^2+^ was added after 3 min for extracellular flux. 1 µM ionomycin was added as a positive control. One representative result of three independent experiments is shown. **b** IgM surface expression on B cells from 28-week-old *Nfat2* ^+/+^, *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice determined by flow cytometry (*n* = 5 per group). A representative histogram plot (*left panel*) and a statistical analysis of all animals (*right panel*) are shown (Student’s *t*-test, mean ± S.E.M., *P < 0.05, ***P < 0.005). **c** Relative *Prdm1* mRNA expression normalised to *Actin* in ex vivo splenic CLL cells from 28-week-old *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice (*n* = 6 per group) assessed by qRT-PCR (Student’s *t*-test, mean ± S.E.M., **P < 0.01). **d** Splenic CD19^+^CD5^+^ CLL cells from 20-week-old *TCL1 Nfat2* ^+/+^ and *TCL1 Nfat2* ^*−/−*^ mice were stimulated in vitro with 20 µg/ml αIgM for the time points indicated. Total protein levels and phosphorylation status of LYN (Tyr507), SYK (Tyr519/520), LCK (Tyr394 and Tyr505) and ERK1/2 (Thr202/Tyr204 Thr185/Tyr187) were assessed by western blotting. One representative result of three independent experiments is shown. **e** Paraffin-embedded lymph node biopsies from human patients with CLL (*n* = 5) and Richter’s syndrome (*n* = 9) were analysed for relative *NFAT2* mRNA expression normalised to *GAPDH* using qRT-PCR (Mann–Whitney test, Mean ± S.E.M., **P < 0.01). **f** Paraffin-embedded lymph node biopsies from human patients with CLL (*n* = 5) and Richter’s syndrome (*n* = 9) were analysed for relative *LCK* mRNA expression normalised to *GAPDH* using qRT-PCR (Student’s *t*-test, mean ± S.E.M., *P < 0.05). **g** NFAT2 and LCK protein expression in one representative patient with indolent CLL (*left*) and one patient with Richter’s syndrome (*right*). **h** Immunohistochemical staining for LCK of a representative lymph node with indolent CLL and Richter’s Syndrome (400×)

Anergic human CLL is characterised by constitutive activation of the BCR signalling cascade^11^ while aggressive forms of the disease typically display an enhanced response to external BCR stimuli with consecutive stimulation of downstream targets^6^. To test if this was also the case in our TCL1 transgenic NFAT2-deficient model, we went on to analyse the activation state of downstream signalling events by western blotting (Fig. 7d and Supplementary Fig. 8). Analysis of the BCR-associated kinase LYN^47^ revealed no difference in total protein expression in *TCL1 Nfat2* ^*+/+*^ and *TCL1 Nfat2* ^*−/−*^ mice. The inactive form of LYN with an inhibitory phosphorylation of Tyr-507 however was clearly overexpressed in the *TCL1 Nfat2* ^*+/+*^ cohort demonstrating the anergic state of this cell population. SYK, which is normally recruited to the BCR signalling complex upon external stimulation^48^, was expressed at comparable levels in both cohorts. CLL cells of the two groups displayed no evidence of SYK phosphorylation *ex vivo*. While BCR stimulation clearly induced SYK phosphorylation and activation in the *Nfat2*-deleted cohort, anergic CLL cells showed no evidence of SYK phosphorylation after IgM stimulation. LCK was overexpressed and constitutively activated in the anergic CLL cells from *TCL1 Nfat2* ^*+/+*^ mice, while leukaemic cells from *TCL1 Nfat2* ^*−/−*^ mice showed no evidence of LCK activation upon αIgM treatment as assessed by the absence of the activating phosphorylation at Tyr-394. Expression of the inactive form of LCK with phosphorylation at Tyr-505 on the other hand was identical in the two cohorts. Anergic CLL cells from TCL1 mice with regular NFAT2 expression showed evidence of constitutive activation of ERK1/2 as it is the case in the human disease^11^, whereas in CLL cells from *TCL1 Nfat2* ^*−/−*^ mice ERK1/2 was completely inactive without BCR stimulation and changed its activation status only after αIgM treatment. In summary, these data clearly document that *Nfat2* ablation contributes to the loss of the anergic state in CLL.

To assess whether the NFAT2-LCK axis also possesses a function in human CLL, we determined NFAT2 and LCK expression levels in lymph node biopsies from patients with indolent CLL and Richter’s syndrome (Fig. 7e–h and Supplementary Table 2). Interestingly, NFAT2 as well as LCK were clearly overexpressed in patients with indolent CLL and the typical anergic phenotype, whereas a substantial downregulation of these two proteins could be detected in patients with Richter’s syndrome. Furthermore, we were able to demonstrate that CLL cells from patients with indolent disease typically exhibit compromised calcium mobilisation capacity indicating their anergic state (Supplementary Fig. 9). In line with these observations, we could detect a significant downregulation of *Cdkn2A* and *Trp53*, which are both known to be associated with Richter’s syndrome in humans, in CLL cells from *TCL1 Nfat2* ^*−/−*^ mice (Supplementary Fig. 10). In summary, our data indicate that NFAT2 and LCK also possess a crucial function in the maintenance of the anergic phenotype in human CLL and in the pathogenesis of Richter’s transformation.

## Discussion

In this study, we demonstrate that genetic ablation of the transcription factor NFAT2 leads to the loss of the anergic CLL phenotype and subsequent disease acceleration in vivo. We show that TCL1 transgenic mice with B cell-specific ablation of *Nfat2* display a significantly shorter life expectancy (201 vs. 325 days) and transformation to aggressive B cell lymphoma. Using microarrays, we further define a molecular signature of anergy in CLL cells consisting of the E3 ligases *Cbl-b* and *Grail*, the transcription factor *Egr2* and the lymphocyte-specific protein kinase *Lck*. In addition, we define *Lck* as a direct target gene of NFAT2 in CLL cells and demonstrate that while the NFAT2-LCK axis is constitutively activated in indolent CLL, it is inactive in tumour cells from patients with aggressive CLL or Richter’s syndrome.

In anergic CLL, tonic stimulation of the BCR induces the recruitment of LCK and the activation of NFAT2, which subsequently translocates to the nucleus to induce the transcription of several anergy-associated genes including *Cbl-b*, *Grail*, *Egr2* as well as *Lck* (Fig. 8, left panel). In the absence of NFAT2, BCR stimulation leads to enhanced phosphotyrosine induction and calcium flux culminating in the activation of AKT and ERK and subsequent cell proliferation which can be observed in patients with aggressive forms of CLL or Richter’s syndrome (Fig. 8, right panel).

**Fig. 8:**
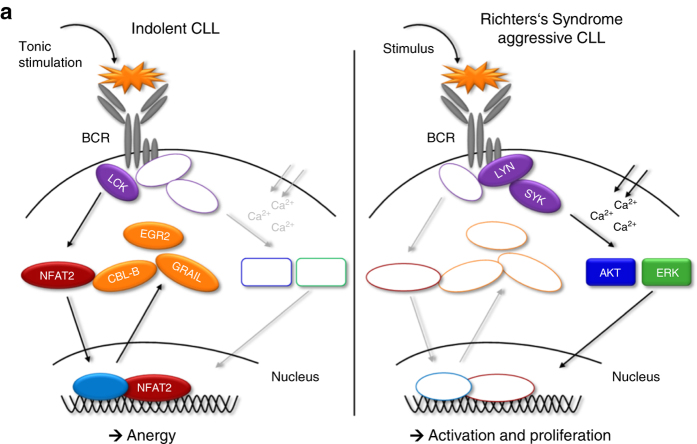
Putative mechanism of the role of NFAT2 in the regulation of the anergic phenotype in CLL. (*Left panel*) Tonic stimulation of the BCR in indolent CLL is associated with the recruitment of LCK and the activation of NFAT2, which subsequently translocates to the nucleus to induce the transcription of several anergy-associated genes including *Cbl-b*, *Grail*, *Egr2* as well as *Lck*. (*Right panel*) In the absence of NFAT2, BCR stimulation leads to enhanced phosphotyrosine induction and calcium flux culminating in the activation of AKT and ERK and subsequent cell proliferation as observed in patients with aggressive forms of CLL or Richter’s syndrome

A number of attempts to define the anergic phenotype of CLL have been undertaken in previous studies^9, 11, 23^. Constitutive phosphorylation of ERK1/2 in the absence of AKT activation, constitutive phosphorylation of MEK1/2 and NFAT2 overexpression were described to be associated with attenuated BCR signalling upon αIgM treatment in a subset of human CLL patients^11^. Another analysis observed NFAT2 overexpression and its constitutive activation in virtually all tested human CLL samples^23^. The authors of this study describe differences in the DNA binding capacity of NFAT2 upon IgM stimulation as the decisive factor. In yet another analysis, it was found that the anergic subset of CLL is characterised by constitutive ERK1/2 phosphorylation, low IgM surface expression and impairment of calcium mobilisation upon BCR engagement in vitro^9^. The authors of this study further demonstrate that anergic cells can be made susceptible to MAP kinase inhibitors by inhibiting NFAT signalling with VIVIT peptide and thus restoring BCR responsiveness. Another analysis could reveal that the anergic phenotype and a subsequent compromised differentiation capacity in CLL cells can be associated with transcriptional repression of *Prdm1* ^12^.

The results of our work are in line with the observations made by previous investigations. We detected overexpression of NFAT2 and LCK as well as constitutional activation of LCK in virtually all indolent CLL samples analysed. The TCL1 mouse model which was employed for the in vivo experiments exhibited all crucial features of anergic CLL cells like impairment of calcium mobilisation, downregulation of IgM and *Prdm1* expression (Figs 1d, e and 7c) as well as constitutive activation of ERK1/2 (Fig. 7d). Abrogation of NFAT2 expression resulted in the loss of the anergic phenotype as documented by enhanced calcium mobilisation, upregulation of IgM and *Prdm1* as well as an enhancement of the signalling response upon BCR engagement (Fig. 7a–d).

Animals with deletion of *Nfat2* in their B cell compartment also exhibited a transformation of indolent CLL to aggressive B cell lymphoma (Fig. 4). Furthermore, our analysis documents that NFAT2 and LCK expression are significantly downregulated in patients with Richter’s syndrome (Fig. 7e–h), a similar transformation which occurs in up to 10% of human CLL patients^31^.

An important question to ask in this context is by which mechanism NFAT2 expression is lost during disease evolution and acceleration of CLL. While whole genome sequencing of human CLL samples provided no evidence for inactivating mutations in the regulatory region of the NFAT2 gene or of other components of the Calcineurin-NFAT signalling pathway, several lines of evidence point to epigenetic changes in the NFAT2 promotor region as a potential mode of downregulation of this transcription factor^49^. Further studies in human tumour material are warranted to address this important question.

Our data clearly document that loss of NFAT2 expression is sufficient to induce lymphoma transformation in the TCL1 mouse model and suggest that NFAT2 is also a relevant factor in the pathogenesis of Richter’s syndrome in human CLL patients. Our NFAT2-deficient TCL1 mouse model which resembles human Richter’s syndrome in many important aspects might therefore prove to be a helpful tool for the study of other aspects of this devastating disease. The results also suggest that pharmacological restoring of NFAT2-LCK signalling might be of therapeutic benefit in human patients with Richter’s syndrome.

In summary, our data provide evidence that NFAT2 is a critical regulator of anergy in CLL and suggests that its inactivation can contribute to disease acceleration and transformation.

## Methods

### Mice

*Cd19-Cre* mice were obtained from The Jackson Laboratory (stock #006785). Mice bearing a conditional allele of *Nfat2* (*Nfat2* ^fl/fl^) have been described previously^22^. The transgenic *Eµ-TCL1* mice were kindly provided by C. M. Croce (Columbus, OH)^47^. Mice were used on the C57BL/6 background (CRL 027) and maintained under specific pathogen-free conditions. Homozygous *TCL1 Nfat2* ^*fl/*fl^ *Cd19-Cre* (*TCL1 Nfat2* ^*−/−*^ *)* mice with B cell-specific deletion of *Nfat2* were used as the experimental cohort, while *TCL1 Nfat2* ^*fl*/fl^ (*TCL1 Nfat2* ^*+/+*^ *)* mice without *Nfat2* deletion served as controls. All mice were age and sex-matched and were killed at the indicated time points by overdosing inhalation anaesthesia. Mice exhibiting clinical signs of disease or >20% weight loss were removed early from the experimental cohort. Animal experiments were performed with the authorisation of the Institutional Animal Care and Use Committee of the University of Tübingen according to German federal and state regulations.

### CLL samples

PBMCs from CLL patients were obtained by ficoll gradient centrifugation and CLL cells were isolated with a MACS-based B-CLL Cell Isolation Kit (Miltenyi, 130103466). Purity above 90% was confirmed by flow cytometry staining for CD19 (HIB19, eBioscience, 1:100). Physiological B cells from voluntary blood donors were isolated using the same procedure and were used as controls. Paraffin-embedded lymph node biopsies from patients with and without Richter’s transformation were used for RNA isolation and qRT-PCR. All experiments were approved by the Ethics Committee of the University of Tübingen and written informed consent was obtained from all patients who contributed samples to this study.

### B cell isolation and stimulation

Splenic B cells were negatively isolated with a MACS-based B Cell Isolation Kit (Miltenyi, 130090862) and purity above 90% was confirmed by flow cytometry staining for CD19 (eBio1D3, eBioscience, 1:100). B cells were stimulated *in vitro* with goat anti-mouse αIgM F(ab′)_2_ fragments (Jackson ImmunoResearch) for the indicated times and with the respective concentrations. Cyclosporine A (CsA) (1 µM, Sigma Aldrich), FK506 (1 µM, Sigma Aldrich) and VIVIT peptide (10 µM, Tocris) were consistently added 1 h prior to αIgM stimulation.

### Peripheral blood analysis

Retroorbital blood was collected and differential blood counts were obtained using an automated Bayer Advia 120 MultiSpecies Analyser (Bayer HealthCare). For flow cytometric analysis (FACS-Canto II; BD Bioscience), red blood cells were lysed with ammonium chloride buffer (0.150 mM NH_4_Cl, 0.1 mM EDTA, 0.150 mM KHCO_3_) for 10 min on ice. CLL cells were stained with CD19-FITC (1:100), CD5-APC (1:80), B220-eFlour605 (1:40), IgM-PECy7 (1:200) antibodies (eBioscience).

### Transplantation experiments

Total splenocytes from *TCL1 Nfat2* ^*−/−*^ and *TCL1 Nfat2* ^+/+^ mice (7–10 month old) were harvested and subsequently isolated by ficoll gradient centrifugation. Cells were stored in foetal calf seum (FCS) + 10% DMSO at −80 °C. After thawing, 2 × 10^7^ cells were injected i.p. in 10 week old NOD.Cg-Prkdc^scid^Il2rg^tm1Wjl^/SzJ (NSG) mice. The peripheral blood was checked every 2 weeks for the expansion of CD19^+^CD5^+^ CLL cells by flow cytometry and survival of the mice was monitored.

### Flow cytometry

Cell suspensions of different organs were lysed with ammonium chloride buffer (0.150 mM NH_4_Cl, 0.1 mM EDTA, 0.150 mM KHCO_3_) to eliminate erythrocytes followed by staining with CD19-FITC/APC (eBio1D3, 1:100), CD38-PE (clone 90, 1:100), IgM-PE/PECy7 (II/41, 1:200), IgD-eFlour450 (11-26c, 1:30), CD5-APC/Pacific Blue (53-7.3, 1:80), B220-eFlour605 (RA3-6B2, 1:40), CD3-FITC (145-2C11, 1:100), ZAP70-FITC (1E7.2, 1:20), CD21-FITC (eBio8D9, 1:100), CD23-PECy7 (B3B4, 1:160), CD93-PE (AA4.1, 1:80), LIN-Cocktail (CD11b-Biotin (M1/70, 1:130), CD3-Biotin (145-2C11, 1:130), Ter119-Biotin (Ter119, 1:130) and Gr1-Biotin (RB6-8C5, 1:130), Streptavidin-PerCP (1:160), Annexin V-Pacific Blue (1:25) and 7-AAD (1:100) (all from eBioscience). Cells were analysed with the Canto II cytometer (BD Bioscience). Data was obtained with the BD FACSDiva^TM^ (BD) and analysed with the FlowJo 8.5.3 software. The sequential gating strategy for all FACS panels is provided in Supplementary Fig. 11.

### Proliferation assay

BrdU solution (1 mM, 200 µl) was injected i.p. once every 24 h and mice were sacrificed and cell suspensions of different organs were prepared after 48 h. Cells were stained with CD19-FITC (eBio1D3, 1:100), IgM-PECy7 (II/41, 1:200), CD5-APC (53-7.3, 1:80), B220-eFlour605 (RA3-6B2, 1:40) (eBioscience) according to the BrdU Flow Kit APC Manual (BD, 552598) and analysed with the Canto II cytometer (BD). The gating strategy panel is provided in Supplementary Fig. 11.

### Ca^2+^ measurements of CLL samples

PBMCs of CLL patients were freshly isolated by ficoll gradient centrifugation were incubated with CD19-APC-Cy7 (HIB19, 1:100) (eBioscience) for 20 min. Cells were washed with PBS w/o Mg^2+^/Ca^2+^ und incubated in 250 µL RPMI 1640 (Invitrogen.) containing 5% FCS (Biochrom), 10 µg/ml FuraRed (Invitrogen) and 0.02% Pluronic F127 (Invitrogen) for 25 min at 30 °C. Cell suspensions were subsequently diluted with 250 µl of medium containing 10% FCS and incubated at 37 °C for another 10 min. Cells were then immediately diluted with 1 ml 0 mM Ca^2+^ Krebs-Ringer solution containing 10 mM Hepes, pH 7.0, 140 mM NaCl, 4 mM KCl, 1 mM MgCl_2_, 1 mM CaCl_2_, 10 mM glucose and 0.5 mM EGTA and washed with 1 mL 0 mM Ca^2+^ Krebs-Ringer solution. For the measurements, the cells were diluted with 200 µL 4 mM Ca^2+^ Krebs-Ringer solution and a baseline was recorded for 60 s. Ca^2+^ movement was assessed after stimulation of the cells with 20 µg/ml α-IgM (Southern Biotech). After 4 min of recording, 1 µM Ionomycin was added as a positive control. Increases in free intracellular Ca^2+^ were measured in real-time on a Canto II (BD). To determine the Ca^2+^ flux, the ratio of bound and unbound FuraRed was calculated with FlowJo 8.5.3 software. The gating strategy used for the Ca^2+^ measurements is provided in Supplementary Fig. 11.

### Ca^2+^ measurements of murine B cells

1 × 10^7^ of murine splenic B cells freshly isolated by ficoll gradient centrifugation were incubated with CD19-PECy7 (eBio1D3, 1:100) and CD5-APC (53-7.3, 1:80) (eBioscience) for 20 min. Cells were washed with PBS w/o Mg^2+^/Ca^2+^ und incubated in 250 µL RPMI 1640 (Invitrogen) containing 5% FCS (Biochrom), 1 µM Indo-1-AM (Invitrogen) and 0.015% Pluronic F127 (Invitrogen) for 25 min at 30 °C. Cell suspensions were subsequently diluted with 250 µL of medium containing 10% FCS and incubated at 37 °C for another 10 min. Cells were then immediately diluted with 1 mL 0 mM Ca^2+^ Krebs-Ringer solution containing 10 mM Hepes, pH 7.0, 140 mM NaCl, 4 mM KCl, 1 mM MgCl_2_, 1 mM CaCl_2_, 10 mM glucose and 0.5 mM EGTA and washed with 1 mL 0 mM Ca^2+^ Krebs-Ringer solution. For the measurements, the cells were diluted with 200 µL 0 mM Ca^2+^ Krebs-Ringer solution and a baseline was recorded for 60 s. Ca^2+^ movement was assessed after stimulation of the cells with 10 µg/mL α-IgM (Southern Biotech, Birmingham, AL, USA) followed by the addition of 4 mM Ca^2+^ Krebs-Ringer solution to a total of 2 mM Ca^2+^ after 2 min of recording. After 6 min of recording, 1 µM Ionomycin was added as a positive control. Increases in free intracellular Ca^2+^ were measured in real-time on a LSR II (BD). To determine the Ca^2+^ flux, the ratio of bound and unbound Indo-1-AM was calculated with FlowJo 8.5.3 software. The gating strategy used was identical with the one applied for human CLL Ca^2+^ measurements.

### Real-time RT-PCR

RNA was isolated from cell pellets using RNeasy plus mini kit (QIAGEN, 74134) followed by reverse transcription (SuperScript II, Invitrogen). Quantitative PCR was performed using SYBR Select Mastermix (Invitrogen) in a LC480 Lightcycler (Hoffmann-La Roche). RT^2^ qPCR™ primer assays (mouse: *Cbl*-b, *Grail*, *Lck*, *Egr2, Cdkn2a, Trp53, β-Actin* & *Gapdh*; human: *LCK*) were purchased from QIAGEN. The mRNA expression ratio was calculated to *β-Actin* or *Gapdh*. Primers for mouse *Prdm1* and human PBMC and lymph node samples were synthesised by Sigma Aldrich (Supplementary Table 2).

### Western blot

Protein lysates were isolated from cell pellets with RIPA buffer with PI cocktail (both Thermo Scientific) for 30 min on ice followed by 20 min of incubation at 4 °C on a shaker. The supernatant was used for SDS-PAGE followed by western blot analysis. Antibodies for NFAT2 (7A6, BD, 1:2,000), NFAT1 (D43B1, 1:2,000), Actin (8H10D10, 1:5,000) (BD), LYN & P-LYN (Tyr507) (1:1,000), SYK (D1I5Q, 1:1,000) & P-SYK (Tyr519/520) (C87C1, 1:1,000), LCK and P-LCK (Tyr505) (1:1,000), ERK1/2 (3A7, 1:1,000) & P-ERK1/2 (Thr202/Tyr204 Thr185/Tyr187, 1:1,000), GAPDH (D16H11, 1:2,000), Cofilin (D3F9, 1:2,000) (all from Cell signalling) and P-LCK (Tyr394) (GeneTex) were used. IRDye 680RD (1:80,000) and IRDye 800CW (1:20,000) secondary antibodies (LI-COR Bioscience) were used for detection in a LI-COR Odyssey imaging reader. Data was displayed within linear signal ranges. For quantification the Integrated Intensity (K counts mm^2^) was used and the ratios of target to GAPDH or Actin signals were calculated. Comparative analyses of multiple blots were performed by normalisation to control standards on every individual blot.

### Immunohistochemistry and microscopy

All organs were fixed in 4% formalin and embedded in paraffin. For histology, 3–5-µm-thick sections were cut and stained with haematoxylin and eosin (H&E). Immunohistochemistry was performed on an automated immunostainer (Ventana Medical Systems, Tucson, AZ, USA) according to the company’s protocols for open procedures. The slides were stained with the following antibodies: CD3 (SP7, 1:400) (DCS Innovative Diagnostik-Systeme GmbH u. Co. KG), B220 (RA3-6B2, 1:50) (BD), CD79a (JCB117, 1:50) (DakoCytomation) and Ki-67 (SP6, 1:100) (DCS Innovative Diagnostik-Systeme GmbH u. Co. KG) and LCK (Cell Signalling, 1:100). Appropriate positive and negative controls were used to confirm the adequacy of the staining. Pictures were taken with the Axio Imager A1 (Zeiss) and the ProgRes^®^ C10plus (JenOptik) camera and analysed with ImageAccess 6 Release 07.4 (Imagic Bildverarbeitungs AG).

### Microarray analysis

Splenocytes of 5 month old mice were isolated by ficoll gradient centrifugation. Splenic CD19^+^CD5^+^ CLL cells were sorted by FACS Aria (BD). RNA was isolated with miRNeasy Kit (Qiagen, 217004) and cDNA was prepared with the Affymetrix WT Sense Labelling Kit (Thermo Fisher Scientific, 900670) according to the manufacturer’s instructions. cDNA was hybridised on an Affymetrix MoGene-1.0-ST-v1. The arrays were scanned using an Affymetrix GeneChip Scanner 3000. Data was edited with the AGCC 3.0 software and normalised with GC-RMA (Robust Multichip Average) values. To compare differentially expressed transcripts in wild-type and NFAT2-deficient CLL cells, a linearised model was generated. Expression profiles of different probe sets were determined and *t*-tests with standard errors were calculated by using the empirical Bayes method. *P*-values were corrected by using the Benjamini-Hochberg procedure. Data was obtained in collaboration with the Microarray Facility of the University of Tübingen. The gene expression microarray data reported in this paper have been deposited in the NCBI Gene Expression Omnibus (GEO) database http://www.ncbi.nlm.nih.gov/geo/ with the GEO accession number GSE86210.

### Immunofluorescence and co localisation experiments

The peripheral blood of *TCL1 Nfat2* ^*−/−*^ and *TCL1 Nfat2* ^*+/+*^ mice was lysed with ammonium chloride buffer (0.150 mM NH_4_Cl, 0.1 mM EDTA, 0.150 mM KHCO_3_) for 10 min on ice. Cells were either stimulated with 20 µg/ml αIgM F(ab′)_2_ fragments (Jackson Immuno-Research) for the indicated time points or left untreated. Cytospins were prepared and cells were fixed with acetone for 3 min and frozen overnight at −80 °C. For immunofluorescence, cytospins were treated with 0.2% Triton-X and incubated with primary antibodies overnight. Staining was performed with goat anti-mouse-FITC Ab (Dako, Agilent technologies). For colocalisation experiments the Duolink^®^ kit (Sigma Aldrich, DUO92101*)* was used according to the manufacturer’s instructions. Antibodies for CD79a (Abbexa, 1:100), LYN (clone 11A7, Abcam, 1:100) or CD79a (NSJ, 1:200) and LCK (Cell signalling, 1:50 and a conventional DAPI staining were used for immunofluorescence and co localisation analysis. For negative controls a staining without the primary antibody was performed. Pictures were taken with the Apotome microscope (Zeiss) and analysed with the AxioVision 4.8 software (Zeiss).

### ChIP experiments

CLL cells were isolated as described above and were stimulated for 16 h with PMA (20 ng/ml, Sigma Aldrich) and ionomycin (0.75 µg/ml, Sigma Aldrich). Cells were fixed with 1% formaldehyde for 5 min and fixation was stopped by the addition of 10% glycine. The chromatin immunoprecipitation was performed using the iDEAL ChIP seq kit (Diagenode, C01010055) according to the manufacturer’s instructions. The obtained chromatin was sheared to yield 200–500 bp DNA fragments with the focused ultrasonicator M220 (Covaris) and the magnetic immunoprecipitation was performed using the following antibodies: 10 µg NFAT2 (7A6) (Abcam) and 2 µg IgG (DA1E) (Cell signalling). With the immunoprecipitated DNA, a qPCR was performed using SYBR Select Mastermix (Invitrogen) in a LC480 Lightcycler (Hoffmann-La Roche). The number of immunoprecipitated regions for each target gene (*CD40L* and *LCK*) was calculated using different dilutions of input DNA. The primers used for the CD40L and LCK promotor region were synthesised by Sigma Aldrich (Supplementary Table 3).

### Statistical analysis

For statistical analysis GraphPad Prism 6 was used. Mean values and S.E.M. are shown. The 95% confidence level was used and *P*-values were calculated with an unpaired two-tailed Student´s *t*-test or an unpaired two-tailed Welch’s *t*-test in the case of normally distributed data. Significance of not normally distributed data was either calculated with a paired two-tailed Wilcoxon matched-pairs signed-rank test or a two-tailed unpaired Mann–Whitney test. An unpaired analysis of variance (ANOVA) was used to analyse the differences among group means. Significance of survival data was calculated by using a Log-rank (Mantel–Cox) test and a Gehan–Breslow–Wilcoxon test.

### Data availability

Data supporting the findings of this study are available within the article and its Supplementary Information files and from the corresponding author upon reasonable request. The gene expression microarray data reported in this paper have been deposited in the NCBI Gene Expression Omnibus (GEO) database http://www.ncbi.nlm.nih.gov/geo/ with the GEO accession number GSE86210.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: NFAT2 is a critical regulator of the anergic phenotype in chronic lymphocytic leukaemia
**Source:** Nat Commun. 2017 Oct 2;8:755. doi: 10.1038/s41467-017-00830-y
**Supplement:** Supplementary file 1 — Supplementary Information

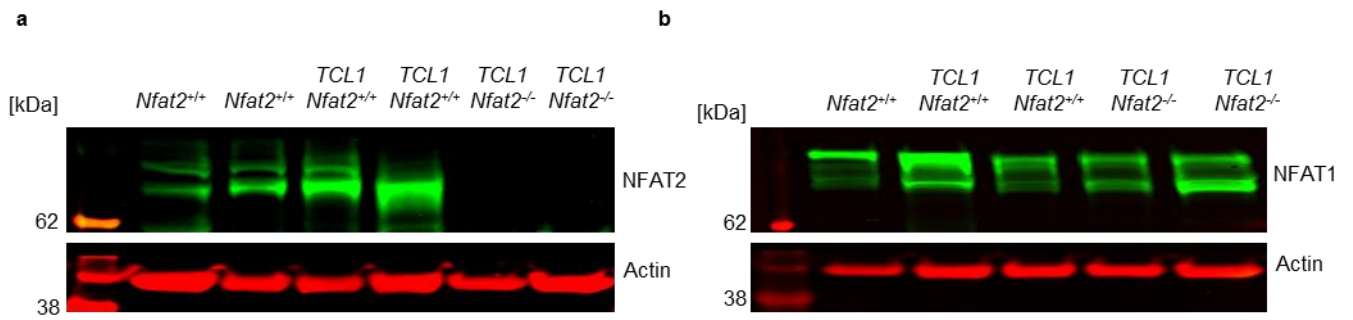

### Supplementary Figure 1: Expression of NFAT proteins in *Nfat2*-deleted B cells

**(a+b)** Protein expression of NFAT2 **(a)** and NFAT1 **(b)** in isolated splenic B cells from WT *Nfat2*<sup>+/+</sup>, *TCL1 Nfat2*<sup>+/+</sup> and *TCL1 Nfat2*<sup>-/-</sup> mice assessed by western blotting. Actin was used as loading control.

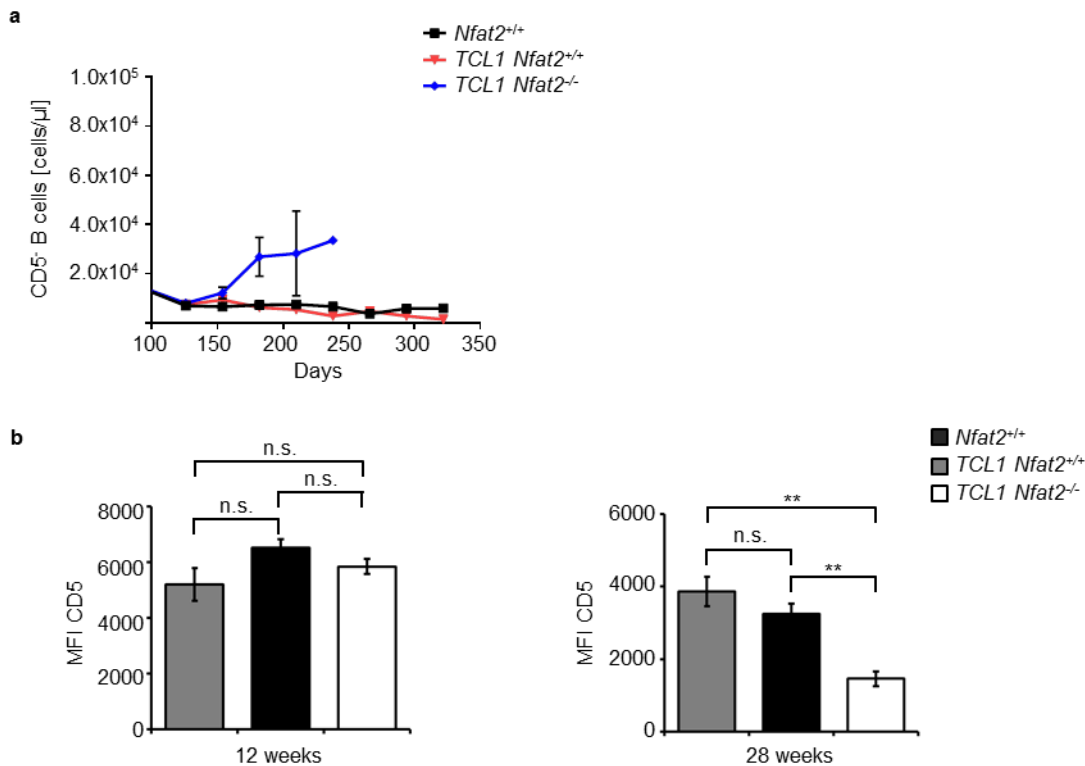

**Supplementary Figure 2: Downregulation of CD5 expression on the CLL cells of *TCL1 Nfat2*<sup>-/-</sup> mice**

**(a)** Expansion of CD19<sup>+</sup>CD5<sup>+</sup> B cells in the peripheral blood of *Nfat2*<sup>+/+</sup> (n=5), *TCL1 Nfat2*<sup>+/+</sup> (n=10) and *TCL1 Nfat2*<sup>-/-</sup> (n=10) mice assessed by flow cytometry at the indicated time points.

**(b)** Mean Fluorescence intensity (MFI) of CD5 of CD19<sup>+</sup> B cells from *Nfat2*<sup>+/+</sup> (n=5), *TCL1 Nfat2*<sup>+/+</sup> (n=8) and *TCL1 Nfat2*<sup>-/-</sup> (n=8) mice at the age of 12 weeks and 28 weeks was assessed by flow cytometry (Student's t-test, Mean  $\pm$  SEM, \*\*\* p < 0.005, not significant (n.s.).

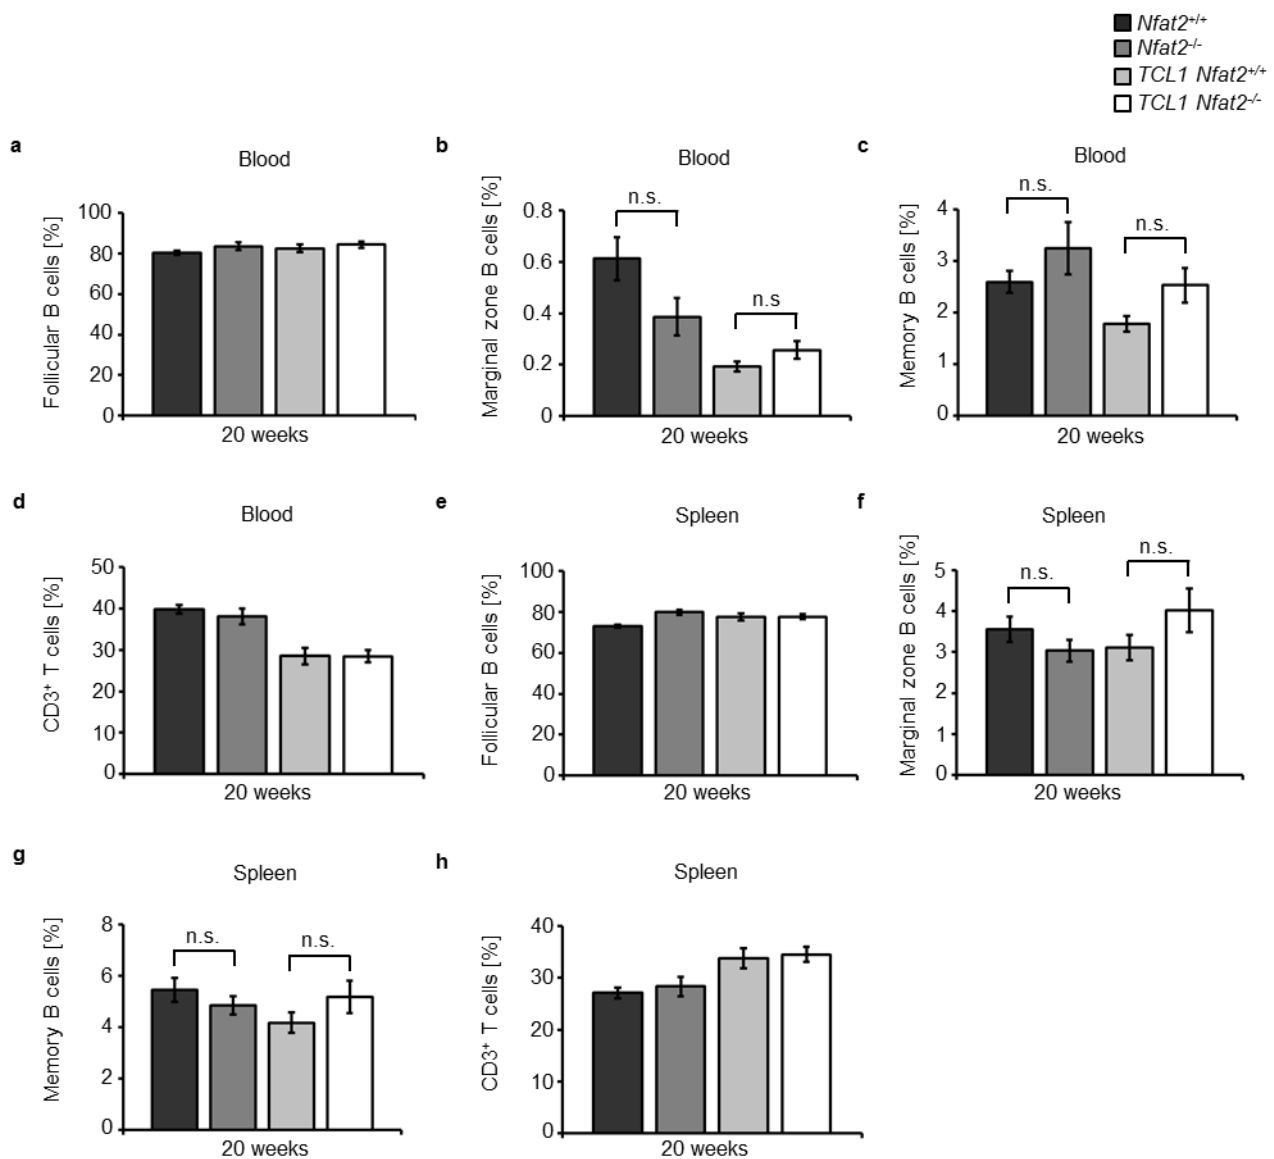

### Supplementary Figure 3: Affection of other lymphoid subpopulations by *Nfat2* deletion

**(a-h)** Lymphoid subpopulations in the peripheral blood **(a-d)** and spleen **(e-h)** of  $Nfat2^{+/+}$ ,  $Nfat2^{-/-}$ ,  $TCL1\ Nfat2^{+/+}$  and  $TCL1\ Nfat2^{-/-}$  mice (n=5 per group) at the age of 20 weeks analyzed by flow cytometry. Percentage of follicular B cells (LIN<sup>-</sup>CD93<sup>-</sup>B220<sup>+</sup>CD21<sup>lo</sup>CD23<sup>+</sup>), marginal zone B cells (LIN<sup>-</sup>CD93<sup>-</sup>B220<sup>+</sup>CD21<sup>+</sup>CD23<sup>lo-hi</sup>), memory B cells (LIN<sup>-</sup>CD93<sup>-</sup>B220<sup>+</sup>IgD<sup>-</sup>IgM<sup>+</sup>), and T cells (CD3<sup>+</sup>CD19<sup>-</sup>) (Student's t-test, Mean  $\pm$  SEM, not significant (n.s.)).

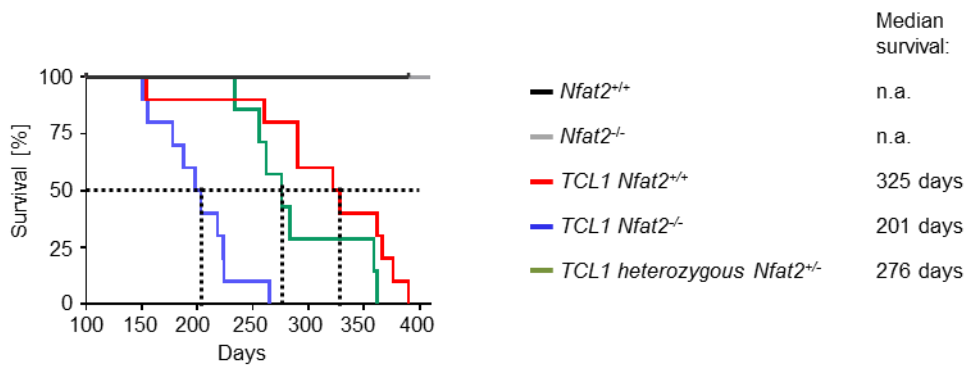

| Curve comparison:                                                                                                          | Median survival | Log Rank test | Gehan-Breslow-Wilcoxon test |
|----------------------------------------------------------------------------------------------------------------------------|-----------------|---------------|-----------------------------|
| <span style="color: red;">—</span> $TCL1 Nfat2^{+/+}$ with <span style="color: blue;">—</span> $TCL1 Nfat2^{-/-}$          | 325 vs 201 days | 0.0002 ***    | 0.0011 **                   |
| <span style="color: blue;">—</span> $TCL1 Nfat2^{-/-}$ with <span style="color: green;">—</span> $TCL1$ het. $Nfat2^{+/-}$ | 201 vs 276 days | 0.0008 ***    | 0.0014 **                   |
| <span style="color: red;">—</span> $TCL1 Nfat2^{+/+}$ with <span style="color: green;">—</span> $TCL1$ het. $Nfat2^{+/-}$  | 325 vs 276 days | 0.0994 n.s.   | 0.1432 n.s.                 |

#### Supplementary Figure 4: Survival of $TCL1 Nfat2^{+/-}$ mice

Kaplan-Meier plot of  $Nfat2^{+/+}$  (n=5),  $Nfat2^{-/-}$  (n=5),  $TCL1 Nfat2^{+/+}$  mice (n=10),  $TCL1 Nfat2^{-/-}$  (n=10) and heterozygous  $TCL1 Nfat2^{+/-}$  (n=10) mice. Statistical significance was determined using a Log-rank (Mantel-Cox) test and a Gehan-Breslow-Wilcoxon test, not available (n.a.).

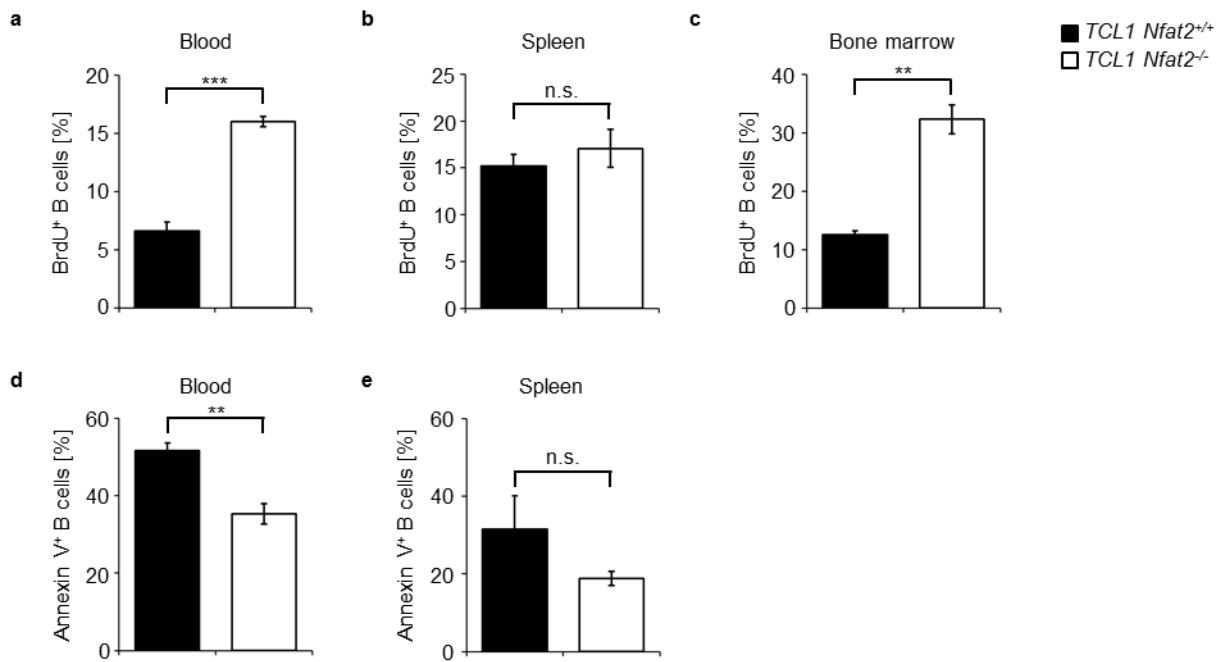

### Supplementary Figure 5: Analysis of proliferation and apoptosis of CLL cells transplanted into NSG mice

**(a-e)** NSG mice (n=5 per group) were transplanted with CLL cells from *TCL1 Nfat2*<sup>+/+</sup> or *TCL1 Nfat2*<sup>-/-</sup> mice. 5 weeks after transplantation proliferation and apoptosis was assessed by flow cytometry. Mice were injected with 10 mM BrdU i.p. and cells were harvested after 24 h. CD19<sup>+</sup> B cells were stained with BrdU **(a-c)** and Annexin V antibodies **(d+e)** and measured by flow cytometry. (Student's t-test, Mean  $\pm$  SEM, \* p<0.05, \*\* p<0.01, \*\*\* p<0.005, not significant (n.s.)).

**a**

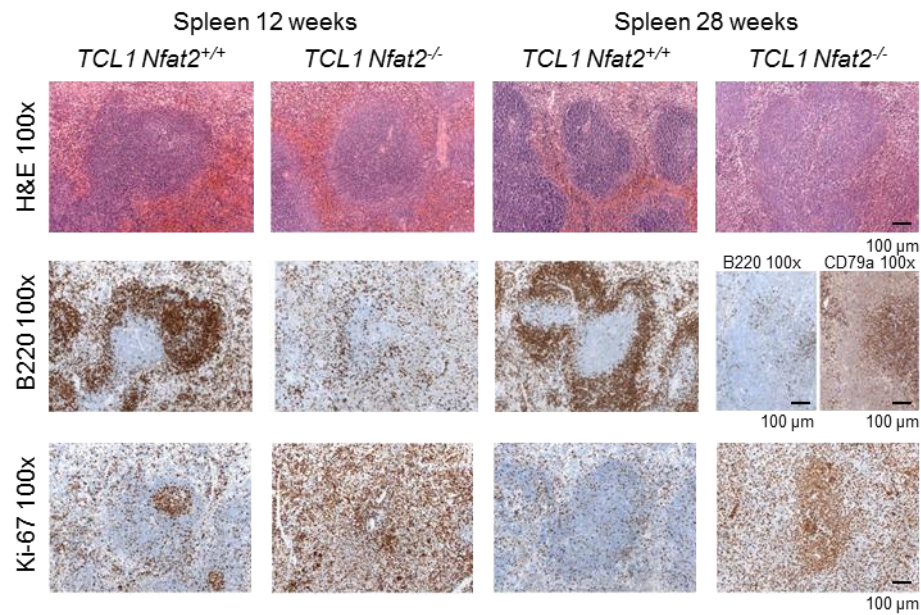

**b**

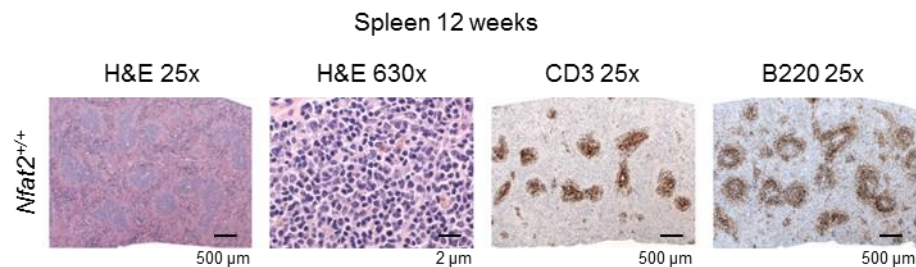

# **Supplementary Figure 6: Histopathological analysis of spleen sections from *TCL1 Nfat2*<sup>-/-</sup> mice**

**(a)** H & E staining of paraffin-embedded spleen sections of representative *TCL1 Nfat2*<sup>+/+</sup> and *TCL1 Nfat2*<sup>-/-</sup> mice at 12 and 28 weeks of age (upper panels) and immunohistochemical staining for B220, CD79a and Ki-67 (lower panels).

**(b)** H & E staining and immunohistochemical staining for CD3 and B220 of paraffin-embedded spleen sections of one representative *Nfat2*<sup>+/+</sup> wild type mouse at 12 weeks of age.

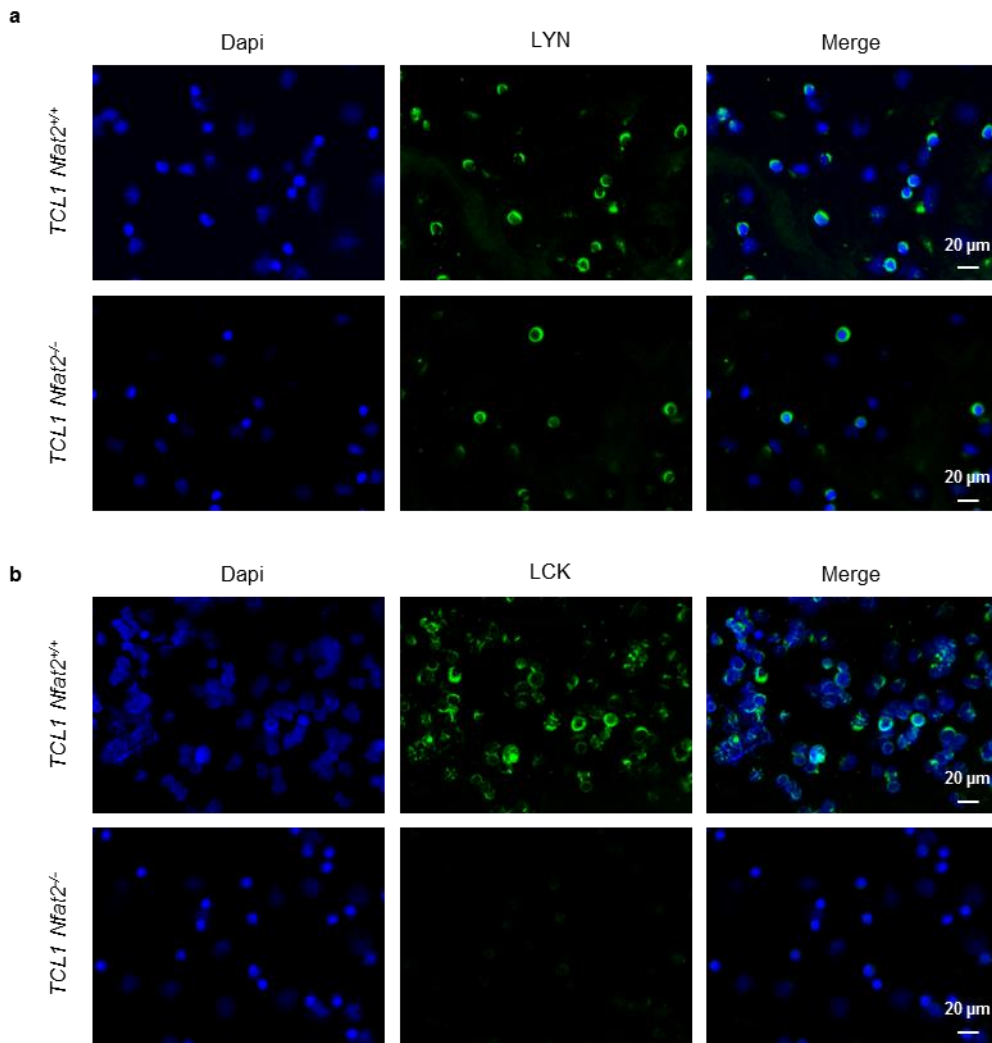

**Supplementary Figure 7: Immunohistochemical staining of CLL cells for LYN and LCK**

**(a+b)** Cytospins of CLL cells from *TCL1 Nfat2<sup>+/+</sup>* and *TCL1 Nfat2<sup>-/-</sup>* mice were prepared. Cells were stained with antibodies for LYN **(a)** or LCK **(b)**, nuclei were stained with DAPI (200x).

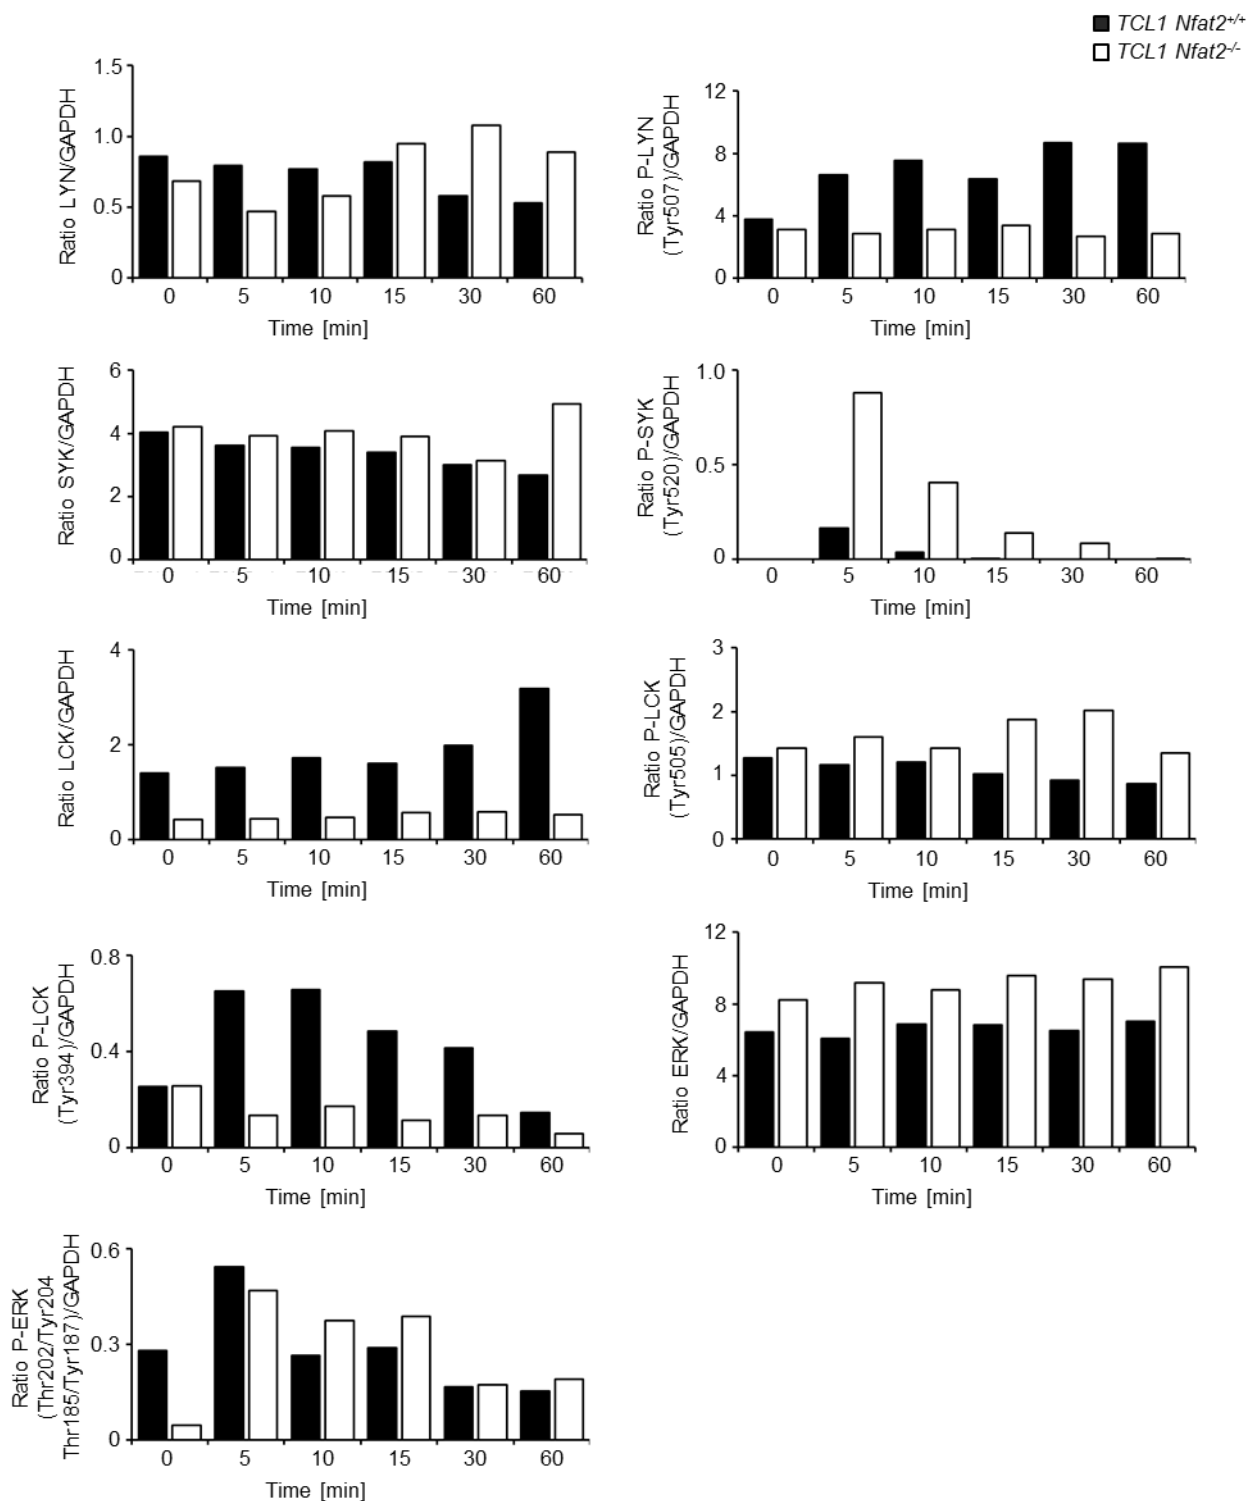

### Supplementary Figure 8: Quantitative analysis of signaling events in CLL cells

**(a-i)** Splenic CD19<sup>+</sup>CD5<sup>+</sup> CLL cells from *TCL1 Nfat2<sup>+/+</sup>* and *TCL1 Nfat2<sup>-/-</sup>* mice were stimulated *in vitro* with 20 µg/mL αIgM for the time points indicated. Total protein levels and phosphorylation status was assessed by western blotting. Visible signals were quantified with the LI-COR Odyssey Imaging software and the ratio of target protein to GAPDH is displayed. Quantification corresponds to Fig. 6d.

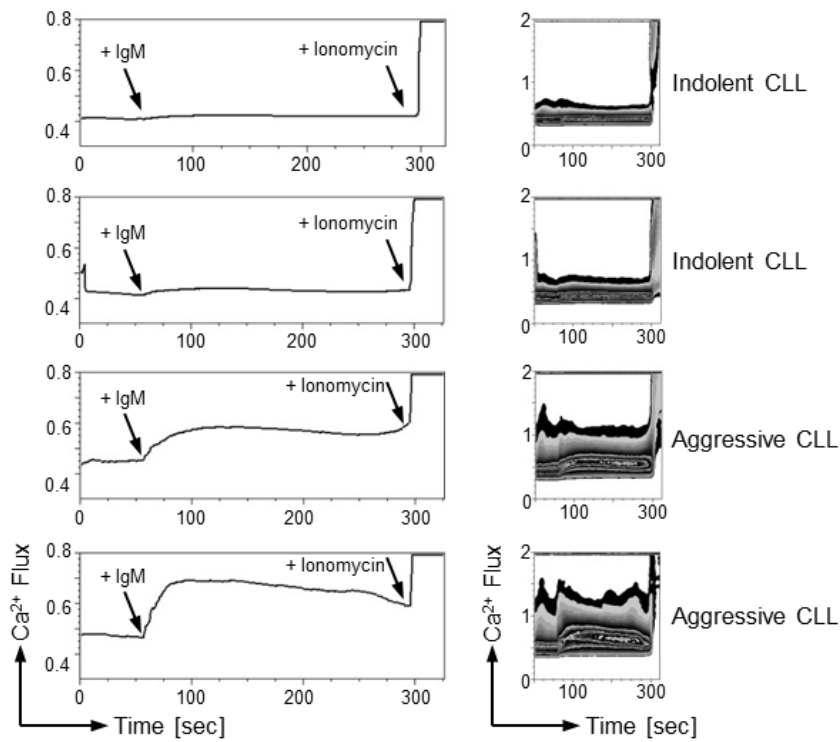

### Supplementary Figure 9: Calcium mobilization capacity of indolent and aggressive CLL

$\text{Ca}^{2+}$  flux of  $\text{CD19}^{+}$  CLLs cells of two representative indolent and aggressive CLL patients after stimulation with  $20 \mu\text{g/mL}$   $\alpha\text{IgM}$ .  $1 \mu\text{M}$  ionomycin was added as a positive control.  $\text{Ca}^{2+}$  flux was calculated with the ratio of bound and unbound FuraRed and displayed with kinetics (left panel) or classical density plots (right panel).

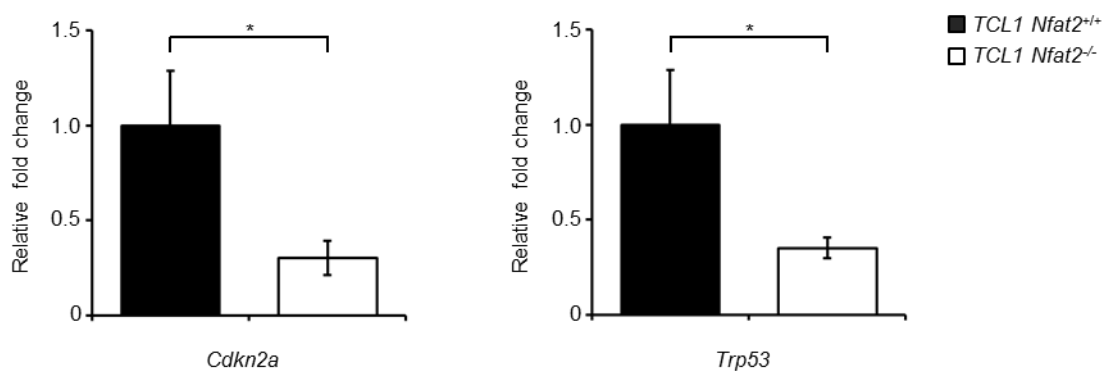

**Supplementary Figure 10: Genes associated with Richter's Syndrome are downregulated in *TCL1 Nfat2<sup>-/-</sup>***

Relative gene expression of *Cdkn2a* and *Trp53* mRNA normalized to *Actin* expression in ex vivo splenic CLL cells from *TCL1 Nfat2<sup>+/+</sup>* and *TCL1 Nfat2<sup>-/-</sup>* mice (n=6 per group) assessed by qRT-PCR (Student's t-test, Mean  $\pm$  SEM, \* p < 0.05).

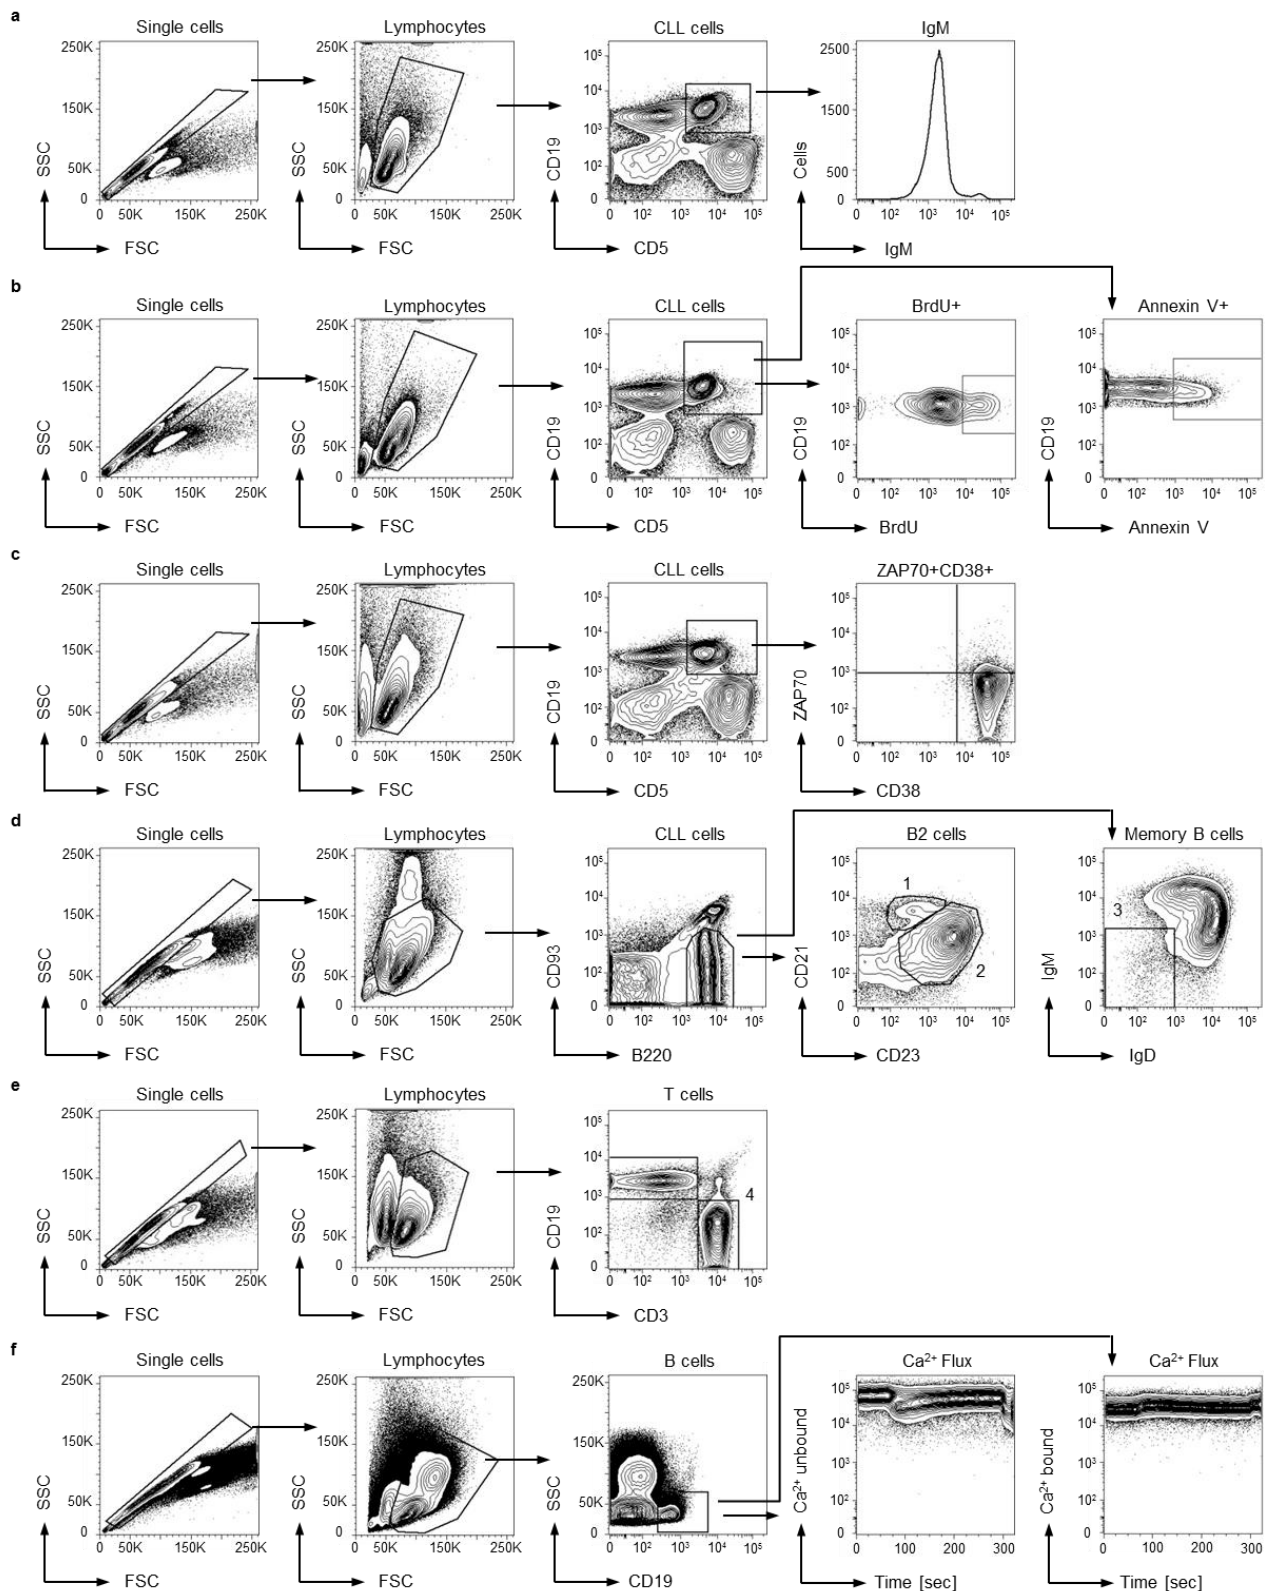

**Supplementary Figure 11: Gating strategies used for FACS analysis**

**(a)** Gating strategy for the detection of IgM surface expression in Figure 1e and Figure 7b.

**(b)** Gating strategy for the analysis of proliferation and apoptosis in Figure 2e.

**(c)** Gating strategy for the detection of ZAP70 and CD38 expression in Figure 3h.

**(d+e)** Gating strategy for the detection of different lymphoid subpopulations in Supplementary Figure 3: marginal zone B cells (1), follicular B cells (2), memory B cells (3) and T cells (4).

**(f)** Gating strategy for Ca<sup>2+</sup> measurements in Supplementary Fig. 9.

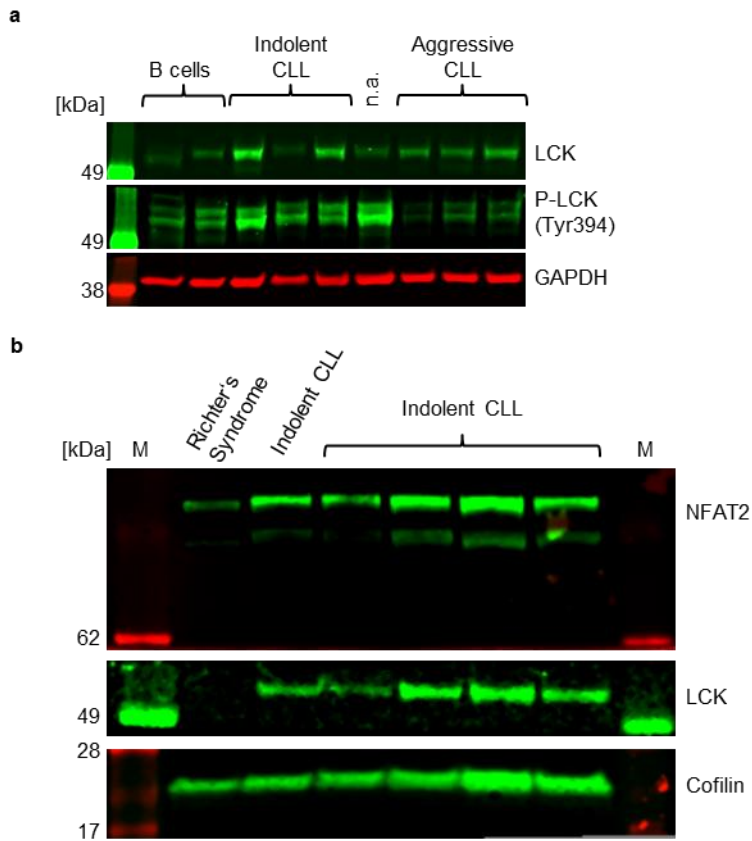

### Supplementary Figure 12: Uncropped Western Blots

- (a)** Uncropped Western Blot related to Figure 6d showing the expression of LCK and of its activated form with an activating phosphorylation at Tyr394 in physiological B cells (n=2), indolent CLL (n=3) and aggressive CLL (n=3) cells. Sample n.a. was excluded because it could not be assigned to one of the two categories (indolent or aggressive) due to lacking patient information.
- (b)** Uncropped Western Blot related to Figure 7g showing NFAT2 and LCK protein expression in one patient with Richter's syndrome (n=1) and five patients with indolent CLL. (n=5).

| Parameter                                                  | CLL [n=24] | Indolent CLL [n=14] | Aggressive CLL [n=10] |
|------------------------------------------------------------|------------|---------------------|-----------------------|
| Medium Age [years]                                         | 69.1       | 69.0                | 69.2                  |
| Sex [male/female]                                          | 15/9       | 9/5                 | 6/4                   |
| Stage Binet B or C                                         | 10 (41.6%) | 1 (10%)             | 9 (90.0%)             |
| Patients with at least one treatment                       | 12         | 2 (14%)             | 10 (100 %)            |
| Median number of treatments received                       | 3.3        | 1                   | 3.8                   |
| Time to first treatment < 48 months                        | 6 (25%)    | 0 (0%)              | 6 (60%)               |
| IGHV mutated                                               | 9 (37.5%)  | 9 (64.2%)           | 0 (0%)                |
| High risk genetic aberration (del17, del11, TP53 mutation) | 3 (12.5%)  | 0 (0%)              | 3 (30%)               |

### Supplementary Table 1: Classification of CLL patients in indolent and aggressive categories

Classification:

Cases of indolent disease fulfilled at least 3 of the following criteria:

1. No treatment requirement for at least 7 years
2. Initial Binet Stage A
3. IGHV mutated
4. No high risk genetic aberration (TP53 mutation, del 17p, del 11q)

Cases of aggressive disease fulfilled at least 3 of the following criteria:

1. Treatment requirement within less than 4 years
2. Initial Binet Stage B or C
3. IGHV unmutated
4. Presence of high risk genetic aberration (TP53 mutation, del 17p, del 11q)

| Samples         | Gene         | Sequence                                                              |
|-----------------|--------------|-----------------------------------------------------------------------|
| PBMC samples    | <i>NFAT2</i> | FW: 5'-GGCTGCGGTCTTCGGGAGAG-3'<br>RV: 5'-AGCCATAGTGTTCTTCCTCCGCTGA-3' |
|                 | <i>GAPDH</i> | FW: 5'-GGGTGTGAACCATGAGAAG-3'<br>RV: 5'-GGCAGGGATGATGTTCTGG-3'        |
| Lymph nodes     | <i>NFAT2</i> | FW: 5'-ACCGAGCCCACTACGAGAC-3'<br>RV: 5'-CGGCTCATTCTCCAAGTAGC-3'       |
|                 | <i>GAPDH</i> | FW: 5'-ATTGCCGACAGGATGCAGAA-3'<br>RV: 5'-GTACTTGCGCTCAGGAGGAG-3'      |
| Mouse CLL cells | <i>Prdm1</i> | FW: 5'-TAGACTTCACCGATGAGGGG-3'<br>RV: 5'-GTATGCTGCCAACAACAGCA-3'      |

### Supplementary Table 2: Primers were used for qRT-PCR analysis

Primers were used for qRT-PCR analysis of mouse CLL cells and of human PBMC or lymph node samples. Primers with shorter amplicon length were needed for paraffin embedded lymph node samples.

| Gene           | Sequence                                                         |
|----------------|------------------------------------------------------------------|
| Lck-Promotor   | FW: 5'-CAGGCAAAACAGGCACACAT-3'<br>RV: 5'-CCTCCAGTGACTCTGTTGGC-3' |
| CD40L-Promotor | FW: 5'-ACTCGGTGTTAGCCAGG-3'<br>RV: 5'-GGGCTCTTGGGTGCTATTGT -3'   |

### Supplementary Table 3: Primers used for qRT-PCR analysis of ChIP samples.

How the deposited data were processed for this re-analysis (not part of the article)

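Expression was measured on Affymetrix mouse gene ST arrays in splenic CD19+CD5+ CLL cells of 3 TCL1 Nfat2+/+ and 3 TCL1 Nfat2-/- mice, 1 array per mouse. The deposited value table holds log2 expression values that the authors normalised between arrays. The paper's methods name AGCC software and GC-RMA, and the authors' labels list RMA and GCRMA without a role for either. The authors' deposited comparison table gives for each listed probe set a log2 fold change and mean log2 level, a moderated t score, and an unadjusted and a Benjamini-Hochberg adjusted p-value. The authors' log2 fold changes and means equal the group differences and means of the value table to within 7.88e-09, and the authors' p-values equal those of limma over the same 26185 probe sets to within 3.80e-08. A sheet that names the arrays with animal numbers holds no measurement and was not used here. No raw image or probe data were used here, so the background correction and normalisation were taken as the authors made them.

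Samples were grouped by genotype as their labels give it. All 35556 probe sets of the value table were fitted with limma (version 3.58.1, with statmod 1.5.0, in R 4.3.3) by a linear model with genotype as the only term, empirical Bayes with 1 prior variance, a two-sided test and Benjamini-Hochberg adjustment over all probe sets. A probe set with an adjusted p under 0.05 was called changed. Gene symbols came from the authors' comparison table and were updated to current symbols for 2044 probe sets; 16825 probe sets were matched by their Entrez number. A probe set with more than 1 symbol, or with none, was not given a name. The authors' table leaves out 9371 probe sets, and 8691 of the listed ones have no single symbol. Values identical to those of another probe set occur in 705 probe sets, none of them called changed. With 6 arrays, precision is limited by the number of arrays.

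Genes named in the text follow a rule. Among genes past the threshold with all mice of a genotype above all mice of the other, it takes the 12 with the largest increase and the 12 with the largest decrease. It adds every gene of Fig. 5a, Fig. 5b and the anergy genes of the study, the genes the study measured by other assays, and for each fixed list up to 4 members past the threshold or, where none passes, up to 2 with the smallest p. Gene lists covered anergy and negative regulators, BCR signalling, the NFAT and calcineurin pathway and NFAT target genes, S phase, G2/M, cyclins and CDKs, p53 targets, apoptosis, B cell states (plasma cell, B cell identity, germinal centre, B1a and CLL-associated, follicular and marginal zone), migration, the ERK and immediate early response, NF-kB targets, the interferon response, MHC class II, ribosome biogenesis, glycolysis, oxidative phosphorylation and the TGF-beta pathway. Further lists held markers of other cell types, genes of tissue handling stress and housekeeping genes. Each list was tested against all other named genes with camera from limma at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation; fry was run as an alternative. Overlaps were tested with Fisher's exact test.

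The alternatives were filters on dim probe sets, a further quantile normalisation or subtraction of array medians, a mean-variance trend with a robust prior, array quality weights, a term for the replicate number, only probe sets with exactly 1 symbol, the mean of a gene's probe sets, an adjusted p under 0.01, adjustment over a list alone, the fixed lists without the genes of Fig. 5 and leaving out each mouse in turn. Refitting only the probe sets the authors tested was added. The method was tested on simulated data with the variances as moderated by limma, independent between probe sets, in which 200 probe sets were changed. It recovered 2% of 50 probe sets changed by 0.5 on the log2 scale, 78% at 1, 98% at 2 and 96% at 3, with 9 false calls among 35356 unchanged probe sets and 1 call in arrays with no change. A list shifted by 0.5, the G2/M list, was the 1 list called by camera with either correlation. Its genes were simulated as independent, whereas their estimated correlation in the data was 0.87. The simulation therefore does not test camera on correlated lists.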

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

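Of the tests reported here, the limits for the median of the T cell markers were set before its result was seen, and the comparison of these markers with Lck by 2 SD and the tests on the G2/M genes and on Egr2 were chosen only after the result was seen.

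Genes outside those the paper discusses that changed most were picked out because they differed from the TCL1 Nfat2+/+ controls by at least 3 on the log2 scale. In TCL1 Nfat2-/- cells Rgl1 had a log2 fold change of 3.26. Emb was at -5.43, Parp8 at -4.99, Wls at -4.15, Actn1 at -3.69, Ccr9 at -3.42, Gm10561 at -3.29 and Dmxl2 at -3.23. All 8 genes passed limma's test over all probe sets and were apart between the genotypes in every mouse, as the rule for named genes required. A further probe set of Emb was at -0.19 and one of Actn1 at -0.27, neither past the test. A further one of Dmxl2 was at -2.43 and passed.

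The G2/M gene list, which the paper's heat maps do not show, stood out with a median log2 fold change of 0.88 and all 28 named members positive, although none passed limma's test over all probe sets (24 at an unadjusted p under 0.05; 10, 12 and 25 passed with only probe sets with exactly 1 gene symbol, with the mean of a gene's probe sets and with array quality weights). A single mouse as the only source is argued against by the lowest median with 1 mouse left out, 0.61 without TCL1 Nfat2-/- replicate 3. Its 95% interval of 0.45 to 0.76 covers the spread between genes, taken as independent, and not that between mice. The deposited values were already normalised, with array medians from 6.95 to 7.06, so the remaining shift of array medians is smaller than this pattern. The lower of the list medians after a further quantile normalisation and after subtraction of array medians was 0.88. Both steps could move it little, so they do not test the scaling that the authors' own normalisation set. The paper reports a higher percentage of CLL cells without NFAT2 in the G2/M and S phases, in the blood of older mice and not in spleen cells as on the arrays. A larger share of dividing cells in the leukaemia without NFAT2 may account for the pattern. It was not tested here, and the estimated correlation among these genes of 0.87 means that they count as few independent values.

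Lck fell by 3.07 on the log2 scale in TCL1 Nfat2-/-, and T cells, which express Lck and CD5, could have contributed if they passed the CD19+CD5+ sort more often in TCL1 Nfat2+/+ mice. The paper reports fewer T cells in TCL1 Nfat2-/- spleens by staining at later stages, but no significant difference by flow cytometry at 20 weeks (Supplementary Figure 3). The median log2 fold change of 20 named T cell markers was -0.16, and Cd3e was at -0.27, Cd3d at -0.09 and Cd3g at -1.80. The 95% interval of this median over genes taken as independent, which does not cover the spread between mice, was -0.27 to -0.06. The median of the markers minus 2 SD, -1.01, stayed above the upper 95% bound of the change of Lck, -2.60. The markers had a median level of 6.54 in TCL1 Nfat2+/+ and 6.20 in TCL1 Nfat2-/- cells, below the array medians (6.95 to 7.06). Markers this low may have had little room to fall, so the comparison cannot decide how far fewer T cells contributed. The lower value of Cd3g stays open, and regulation of Lck by NFAT2, as the paper proposes, was not tested here.

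Egr2 was lower in TCL1 Nfat2-/- but was highest in TCL1 Nfat2+/+ replicate 1, at 8.79 against 7.91 and 7.64 in the other TCL1 Nfat2+/+ mice. Genes of the ERK and immediate early response had their highest mean in the same mouse, 0.65 above their mean over all arrays, and so did genes of tissue handling stress, which share members with them, at 0.78 against -0.39 and 0.15 in the other TCL1 Nfat2+/+ mice. An immediate early response in this mouse, whether in the animal or from handling of the sample, may have contributed to the difference. Without it the log2 fold change of Egr2 was -0.52 (95% confidence interval -0.93 to -0.11, adjusted p = 0.357 from limma, in a range from 0.0849 to 0.692 over the alternative settings). That interval holds both a small and a large difference, so the response and a difference between the genotypes cannot be told apart with these mice.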

How the results depend on the processing

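Of the alternative settings, only refitting the probe sets the authors tested was chosen after the result was seen, as was the test on other splits of the arrays. The 36 named genes past the test kept their direction in all 571 alternative values and passed in 418 of them, and 6 passed in every alternative. The genotypes are apart in every mouse for these genes, so leaving out a mouse could not reverse the direction. The filters, the variance prior and the replicate block leave the fold change of a probe set as it is. The kept direction was therefore mostly given in advance. Of 591 alternative medians of the 37 gene lists, 8 moved by more than the spread between replicates. Main counts were 138 probe sets, 122 genes, 90 genes at least 2-fold, 7 genes of Fig. 5a, 6 of Fig. 5b, 12 changed genes in cell cycle or BCR lists and 15 lists called by camera. Fewer samples lowered the counts of probe sets and genes, whereas camera called 13 to 18 lists. With 1 mouse left out the counts ranged from 9 to 57 probe sets, 9 to 46 genes, 9 to 46 genes at least 2-fold, 0 to 3 in Fig. 5a, 2 to 5 in Fig. 5b and 2 to 8 in the cell cycle or BCR lists; the lowest count of probe sets, 9, came without TCL1 Nfat2-/- replicate 1, and the others were 52, 26 and 57 without TCL1 Nfat2+/+ replicate 1, 2 or 3 and 29 and 43 without TCL1 Nfat2-/- replicate 2 or 3. In the order TCL1 Nfat2+/+ replicates 1 to 3, then TCL1 Nfat2-/- replicates 1 to 3, genes were 46, 20, 46, 9, 28 and 40, at least 2-fold 44, 20, 46, 9, 28 and 40, Fig. 5a 3, 1, 3, 0, 2 and 1, Fig. 5b 5, 2, 2, 2, 2 and 2, and the lists 8, 3, 5, 2, 4 and 3. Log2 fold changes then ranged from -3.30 to -2.94 for Lck, -0.14 to 0.10 for Cblb, -0.17 to 0.062 for Cbl, -0.10 to 0.59 for Prdm1 and -0.13 to 0.017 for Lyn. Array quality weights gave 4422 probe sets, 2558 genes, 262 at least 2-fold, 11 in Fig. 5a and 68 in the cell cycle or BCR lists, with a weight of 15.6 for TCL1 Nfat2+/+ replicate 3 against 0.253 to 1.90 for the other arrays and without convergence; the cause was not tested. Only probe sets with exactly 1 gene symbol gave 568, 508, 234, 11 in Fig. 5a and 35 in the lists, and the mean of a gene's probe sets 585 genes, 239 at least 2-fold, 11 in Fig. 5a and 39 in the lists; both leave out the probe sets with the least spread, and the cause was not tested. The probe sets the authors tested gave 11 in Fig. 5a; they are fewer and also have another variance prior (3.86 prior degrees of freedom against 2.58), and the cause was not tested. Probe sets at or above the median mean gave 2 in Fig. 5b, because dimmer probe sets were not tested. An adjusted p under 0.01 left 11 probe sets. Adjusted over the list alone, 11 genes of Fig. 5a passed. With an estimated correlation camera called 0 lists, and fry called 11. Without the genes of Fig. 5, 0 changed genes from limma's test lay in the cell cycle or BCR lists; at an unadjusted p under 0.05 these lists held 24 G2/M, 13 S phase, 6 cyclin and CDK and 12 BCR genes, and 17, 21 and 50 changed genes lay there with only probe sets with exactly 1 gene symbol, with the mean of a gene's probe sets and with array quality weights. After subtraction of array medians Cblb was 0.032.

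Whether the replicate numbers pair the samples is not settled. After removal of genotype means, same-number arrays of the 2 genotypes correlated at 0.278, 0.283 and -0.0796. Arrays with different numbers correlated at -0.374 to 0.169, so the highest values are those of same-number arrays, but not for each number. A replicate block gave 20 probe sets, 17 genes, of which 16 are shared with the 122, 17 at least 2-fold, 1 in Fig. 5a, 2 in Fig. 5b and 3 in the cell cycle or BCR lists; camera called 14 lists, no longer the NFAT target genes. The block leaves fewer degrees of freedom. The arrays make 10 splits into 3 and 3, too few for a share under 0.05; the real split gave 138 probe sets, only 1 split gave as many, and the highest other gave 0. The values per array of the authors' gene list table were not run as an alternative, since the table holds none. The number of arrays limits the precision of every value.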

Differences from the paper's values

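All comparisons here were chosen only after the result was seen. The paper states that most of the genes that differed were cell cycle regulators or BCR signalling proteins. Of the 122 genes that changed in limma's test over all probe sets, 12 (9.84%) were in the cell cycle or BCR lists or in Fig. 5, and 17 of 162 (10.5%) over the probe sets the authors tested. The share ranged from 2.66% of 2558 changed genes with array quality weights to 22.2% of 9 without TCL1 Nfat2-/- replicate 1. Without the genes of Fig. 5 the lists held none of the 122, but 17 of 508 with only probe sets with exactly 1 gene symbol, 21 of 585 with the mean of a gene's probe sets and 50 of 2558 with array quality weights, more than the 3.04, 3.50 and 15.3 drawn by chance. The statement points to Fig. 5a and Fig. 5b, which show 22 genes. The lists and Fig. 5 together hold 114 of the 15374 named genes and gene ontology terms were not used here, so changed genes with such roles outside them are not counted, and the share is not a measure of all cell cycle and BCR genes.

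The paper states that Cbl-b, Grail, Egr2 and Lck were significantly lower in the TCL1 Nfat2-/- cohort on the arrays. Lck was lower, with a log2 fold change of -3.07 (adjusted p = 0.00757 from limma). Egr2 had a log2 fold change of -0.86 (adjusted p = 0.358 from limma) and Cblb of -0.00 (adjusted p = 1.00 from limma), and neither passed under any of the 16 alternative settings of the whole fit. Egr2 passed when adjusted over the named anergy genes of the study alone (adjusted p = 0.0388 from limma), a list without Grail. The study chose these genes on these samples, so this pass is not independent evidence. Grail was not analysed here.

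Of the 22 genes of Fig. 5a and Fig. 5b, 12 passed limma's test, and all 21 that the figure shows with a single direction had that direction. The figure was drawn from these same arrays, so the shared direction is not independent evidence. The 10 that did not pass were Bmpr1a, Havcr1, Bmp6, Nek6, Nfatc1, Cblb, Cbl, Ccr7, Egr2 and Pacsin1. Over the probe sets the authors tested, an alternative chosen after seeing the values, 17 passed, with Bmpr1a, Havcr1, Bmp6, Nek6 and Ccr7 added and none of the 12 dropped. These 5 also passed with array quality weights, with only probe sets with exactly 1 gene symbol and with the mean of a gene's probe sets, as did Pacsin1. Havcr1, Bmp6 and Nek6 passed over probe sets at or above the median mean, and Havcr1 and Bmp6 without the probe sets of the lowest means. Adjusted over the list alone, these 6 and Egr2 passed, and Nfatc1, Cblb and Cbl passed under no setting.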

Other observations

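All tests reported here, on neighbouring genes and on immunoglobulin V genes, were chosen only after the result was seen; the gene lists are the fixed ones. Genes of the germinal centre programme rose in part in leukaemia cells without NFAT2. Of 11 named members, 3 rose in limma's test, namely Aicda, Rgs13 and the transcription factor gene Mybl1 at 1.89 (standard error 0.14, adjusted p = 0.0114 from limma), whereas Bcl6, the master regulator of the germinal centre, was at -0.72 and did not pass. The median was 0.21 (camera from limma, adjusted p = 0.00537; adjusted p = 0.259 with an estimated correlation), with 4 higher and 1 lower when adjusted over the list alone. It was 0.13, 0.12 and 0.14 without TCL1 Nfat2+/+ replicate 1, 2 or 3 and 0.12 without TCL1 Nfat2-/- replicate 2, and the camera call was lost over probe sets at or above the median mean. The number of members past limma's test was 3, 1 and 2 without TCL1 Nfat2+/+ replicate 1, 2 or 3 and 1, 3 and 3 without TCL1 Nfat2-/- replicate 1, 2 or 3. Genes of follicular and marginal zone B cells had a median of -0.39 over 15 named members (camera from limma, adjusted p = 0.000344; adjusted p = 0.187 with an estimated correlation). Fcer2a and the Notch regulator gene Dtx1, at -1.46 (standard error 0.14), fell, and 2 were higher and 7 lower when adjusted over the list alone. None passed without TCL1 Nfat2+/+ replicate 1, 2 or 3 or TCL1 Nfat2-/- replicate 3, 1 was lower without TCL1 Nfat2-/- replicate 1, 1 was higher and 1 lower without TCL1 Nfat2-/- replicate 2, and 2 were higher and 8 lower with array quality weights. Of 13 named B1a and CLL-associated genes, 1 fell, again Dtx1, and the median was -0.11 (camera from limma, adjusted p = 0.262; 1 higher and 3 lower when adjusted over the list alone), with a camera call only without TCL1 Nfat2-/- replicate 2 (median -0.018; adjusted p = 0.338 with an estimated correlation). Its median was -0.041 and -0.024 without TCL1 Nfat2+/+ replicate 1 or 2 and turned positive without TCL1 Nfat2+/+ replicate 3 (0.053), without TCL1 Nfat2-/- replicate 3 (0.15) and with array quality weights (0.085). In MHC class II, all 9 named genes had a negative fold change with a median of -0.18 (camera from limma, adjusted p = 0.000344; adjusted p = 0.330 with an estimated correlation), and H2-Oa, a subunit of the peptide-loading modulator, fell by 1.06, a call that with 1 mouse left out held only without TCL1 Nfat2+/+ replicate 3. NF-kB target genes had a median of -0.26 over 15 named members (camera from limma, adjusted p = 0.00190; adjusted p = 0.25 with an estimated correlation). None passed limma's test, 7 were lower at an unadjusted p under 0.05 and 4 when adjusted over the list alone, and the inhibitor gene Nfkbie was at -0.72 (standard error 0.11). The camera call was lost without TCL1 Nfat2+/+ replicate 1 (median -0.24), and 1 NF-kB target passed limma's test as lower with only probe sets with exactly 1 gene symbol, with the mean of a gene's probe sets or over probe sets at or above the median mean, and 5 with array quality weights. Plasma cell genes had a median of 0.39 over 18 named members, with none past limma's test, 7 higher at an unadjusted p under 0.05 and none when adjusted over the list alone (camera from limma, adjusted p = 0.000912, from 1.72e-09 to 0.228 over the alternative settings; adjusted p = 0.581 with an estimated correlation). This call was lost without TCL1 Nfat2+/+ replicate 2 (median 0.31) and without TCL1 Nfat2-/- replicate 3 (median 0.22), and the median was 0.60 without TCL1 Nfat2-/- replicate 2. Relative to its mean over all arrays the list was at 0.05, -0.50 and -0.02 in the TCL1 Nfat2+/+ mice and at 0.21, -0.42 and 0.68 in the TCL1 Nfat2-/- mice, so the genotypes overlapped, and 1 gene passed limma's test as higher with the mean of a gene's probe sets and 4 with array quality weights. Target genes of p53 had a median of 0.22 over 14 named members, with none past limma's test and 3 higher both at an unadjusted p under 0.05 and when adjusted over the list alone (camera from limma, adjusted p = 0.0401, from 0.0162 to 0.168 over the alternative settings; adjusted p = 0.259 with an estimated correlation). The call was lost without TCL1 Nfat2+/+ replicate 2 (median 0.16) or 3 (0.18) and without TCL1 Nfat2-/- replicate 1 (0.21) or 3 (0.14), as well as with array quality weights, where 6 genes passed limma's test as higher, and both filters on dim probe sets.

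In the other lists no member passed limma's test over all probe sets and camera from limma made no call. Members passed in settings that call more genes: with array quality weights in each of these lists but those of neutrophils, megakaryocytes and handling stress, and with only probe sets with exactly 1 gene symbol or the mean of a gene's probe sets in the migration, ERK, interferon, glycolysis, TGF-beta and NK cell lists. With the mean of a gene's probe sets 1 gene of the BCL2 list passed, over the probe sets the authors tested 1 of the migration list and 2 of the TGF-beta list, and with each filter on dim probe sets 1 of the TGF-beta list. The median log2 fold change and the counts higher and lower at an unadjusted p under 0.05 were 0.01, 3 and 1 for the BCL2 family and apoptosis, -0.14, 1 and 0 for B cell identity, and -0.00, 3 and 3 for migration and adhesion. They were -0.13, 1 and 2 for the ERK and immediate early response, -0.16, 1 and 5 for the interferon response, 0.05, 2 and 0 for ribosome biogenesis, 0.24, 3 and 2 for glycolysis and hypoxia, 0.03, 0 and 0 for oxidative phosphorylation and -0.07, 2 and 6 for the TGF-beta and BMP pathway. Adjusted over the list alone, 3 were higher and 3 lower in migration, 1 higher in the ERK list, 2 lower in the interferon list, and 2 higher and 5 lower in the TGF-beta list, and none in the BCL2, B cell identity, ribosome, glycolysis and oxidative phosphorylation lists. Among markers of other cells they were 0.01, 0 and 1 for NK cells, -0.05, 0 and 0 for neutrophils, -0.03, 0 and 0 for erythroid cells, -0.03, 0 and 0 for megakaryocytes and 0.07, 0 and 0 for stromal and endothelial cells, with 1 NK cell marker lower when adjusted over the list alone. Genes of tissue handling stress had a median of -0.29, 0 higher and 1 lower, and housekeeping genes of 0.20, 4 higher and 0 lower. Some of these lists gained a camera call with 1 mouse left out. Without TCL1 Nfat2+/+ replicate 2 they were the ERK list (median -0.35), the interferon list (-0.18), the TGF-beta list (-0.012), the erythroid markers (0.28) and the handling stress list (-0.55). The erythroid markers were called with a median of the other sign without TCL1 Nfat2+/+ replicate 3 (-0.27), and the ERK list (-0.38) and the handling stress list (-0.45) were called without TCL1 Nfat2-/- replicate 3. Array quality weights gave calls for B cell identity, the interferon list, the erythroid markers and handling stress, a further quantile normalisation for the TGF-beta list and handling stress, probe sets at or above the median mean for the interferon list and handling stress, and leaving out the probe sets of the lowest means for the TGF-beta list. Each of these calls was lost with an estimated correlation (adjusted p from 0.272 to 0.694 from limma). Other fits moved the same medians the other way. Without TCL1 Nfat2+/+ replicate 1, in which handling stress was highest, the handling stress list was at 0.018 and the ERK list at 0.093. The handling stress list was at -0.077 without TCL1 Nfat2+/+ replicate 3 and at -0.12 without TCL1 Nfat2-/- replicate 1, and the ERK list at -0.042 without TCL1 Nfat2+/+ replicate 3, at 0.042 without TCL1 Nfat2-/- replicate 2 and at 0.030 with array quality weights. With some mouse left out the median also turned sign for the BCL2 family, migration, ribosome biogenesis, oxidative phosphorylation and the markers of NK cells, neutrophils, erythroid cells, megakaryocytes and stromal cells, so these lists have no stable direction. B cell identity was at -0.076 without TCL1 Nfat2-/- replicate 3, housekeeping at 0.089 without TCL1 Nfat2+/+ replicate 2, and glycolysis at 0.16 and the interferon list at -0.25 without TCL1 Nfat2-/- replicate 2. The TGF-beta list was at -0.14 and -0.10 without TCL1 Nfat2+/+ replicate 1 or 3 and at -0.025 and -0.13 without TCL1 Nfat2-/- replicate 1 or 2.

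A further list held genes that the study measured by other assays, in other mice, at other ages or as protein. It leaves out the anergy genes Lck, Egr2, Cblb and Grail, which are given above. None of its 16 named genes passed limma's test over all probe sets. At an unadjusted p under 0.05, 5 were higher and 3 lower, and 3 were higher and 2 lower when adjusted over the list alone (median 0.11, mean -0.13, camera from limma, adjusted p = 0.969). The median was 0.056 and 0.047 without TCL1 Nfat2+/+ replicate 1 or 2 and 0.059 and 0.047 without TCL1 Nfat2-/- replicate 2 or 3, and 4 passed as higher and 4 as lower with array quality weights, 1 and 1 with the mean of a gene's probe sets and 1 as lower with only probe sets with exactly 1 gene symbol. Mki67, the gene of the proliferation marker Ki-67, had a log2 fold change of 0.87 (standard error 0.25). Cd5, which the paper reports as lower on leukaemia cells at later stages, was at -1.14 (standard error 0.40). The probe set named Ighm was at -2.73 (standard error 0.77), whereas the paper reports higher surface IgM in older mice (Fig. 7b). It has 9 probes on a short stretch of chromosome 12, from 117190725 to 117191057. Whether this stretch lies in the constant region of the IgM heavy chain was not checked, so the value cannot be set against surface IgM. This probe set was at 9.12 in TCL1 Nfat2+/+ replicate 1 against 6.5 and 5.96 in the other TCL1 Nfat2+/+ mice. Its log2 fold change was -1.77 without that mouse. Its mean of 4.46 in TCL1 Nfat2-/- cells lay below the lower quartile of these arrays (5.62 to 5.71), so background may limit the difference. Even for a probe set in the constant region, transcript and surface protein would not be the same measure. Cd38, which the paper reports as higher on CLL cells of older TCL1 Nfat2-/- mice, was at -0.27 (standard error 0.13), Prdm1 at 0.26 (standard error 0.41; 0.56 and -0.10 without TCL1 Nfat2+/+ replicate 1 or 2, 0.59 and 0.0052 without TCL1 Nfat2-/- replicate 2 or 3), Syk at 0.35 (standard error 0.12), Lyn at -0.04 (standard error 0.10) and Cdkn2a, which the paper reports as lower by RT-PCR (Supplementary Figure 10), at 0.07 (standard error 0.12). Cdkn2a was at 0.032, 0.17 and 0.020 without TCL1 Nfat2+/+ replicate 1, 2 or 3 and at 0.14 and 0.0020 without TCL1 Nfat2-/- replicate 1 or 2. The kinase genes Akt1 and Mapk1 were at 0.37 (standard error 0.09) and 0.32 (standard error 0.08), and Nfatc2 and Notch1 at -0.41 and 0.21.

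Changed genes lay next to each other more often than drawn genes did. Of 116 changed genes with coordinates, genes named Gm or Mir left out, 10 had another changed gene within 0.1 Mb that did not overlap it, against a median of 4 and at most 16 in 10000 draws of genes matched on mean level (permutation p = 0.03). The 5 pairs each moved in the same direction: Mapk12 with Mapk11 and Rasal1 with Dtx1 lower, and Endou with Rapgef3, Tmem67 with Cibar1 and Tppp3 with Zdhhc1 higher. Parp8 (-4.99) and Emb (-5.43), which fell most, also lie near each other on chromosome 13, Parp8 up to 117814344 and Emb from 118009439. They are further apart than the limit of 0.1 Mb and are not counted. A shared chromosomal neighbourhood, such as a common regulatory element, transcription that runs through both genes or a region that differs between the mouse lines, is a candidate explanation. Which of these holds was not tested.

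Some immunoglobulin V genes were high in a single array. Of 24 named V genes, 4 (16.7%) had 1 array at least 2 log2 units above all others, against 19 of 15350 other genes (0.124%; Fisher's exact test, p = 3.96e-08). Of these kappa V genes, 3 were high in TCL1 Nfat2+/+ replicate 1, the furthest apart at 11.98 against at most 5.41 elsewhere, and 1 in TCL1 Nfat2+/+ replicate 2, at 11.12 against at most 7.35. No named V gene met this limit in TCL1 Nfat2+/+ replicate 3 or in any TCL1 Nfat2-/- mouse. In TCL1 Nfat2+/+ replicates 1 and 2 the pattern may reflect a leukaemia clone with its own light chain. The values do not show this for the other mice. Since V genes are related in sequence and may share probes, 3 high genes in 1 mouse do not stand for 3 clones. The exact test took the genes as independent.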
